# Chemical quantification of *N*-acyl alanine methyl ester (NAME) production and impact on temporal gene expression patterns in *Roseovarius tolerans* EL-164

**DOI:** 10.1186/s12866-024-03624-7

**Published:** 2024-11-21

**Authors:** Janina Leinberger, Diana Koteska, Judith Boldt, Jörn Petersen, Sahana Shivaramu, Jürgen Tomasch, Stefan Schulz, Thorsten Brinkhoff

**Keywords:** Secondary metabolites, Signaling, Antibiosis, Roseobacter, Growth phases, Quantification, Transcriptomics, Differential gene expression, Time course

## Abstract

**Background:**

Previous studies have identified structurally diverse *N*-acyl amino acid methyl esters (NAMEs) in culture extracts of *Roseovarius tolerans* EL-164 (*Roseobacteraceae*). NAMEs are structural analogues of the common signaling compounds *N*-acyl homoserine lactones (AHLs), but do not participate in AHL-mediated signaling. NAMEs show minor antialgal and antimicrobial activity, but whether this activity serves as the primary ecological role remains unclear.

**Results:**

To enable dose-dependent bioactivity-testing, we have established a chromatographic method for quantification of NAMEs in bacterial culture extracts. The concentrations determined for the two major NAMEs produced by EL-164, C16:1-NAME and C17:1-NAME, ranged between 0.685 and 5.731 mg L^− 1^ (2.0-16.9 µM) and 5.3–86.4 µg L^− 1^ (15.0-244.3 nM), respectively. Co-quantification of the C14:1-AHL showed concentrations ranging between 17.5 and 58.7 mg L^− 1^ (56.6-189.7 µM). We observed distinct production patterns for NAMEs and AHLs, with a continuous NAME production during the entire incubation period. We conducted a spike-in experiment, using the determined metabolite concentrations. By comparing the transcriptomes of pre- and post-metabolite-spikes, we identified three clusters of differentially expressed genes with distinct temporal expression patterns. Expression levels of stress response genes differed between NAME- and AHL-spiked EL-164 cultures in the stationary phase.

**Conclusions:**

Our findings support previous studies suggesting an ecological role for C16:1-NAME as antibiotic, by proving that NAME concentrations in batch cultures were higher than the minimal inhibitory concentrations against *Maribacter* sp. 62 − 1 (*Flavobacteriia*) and *Skeletonema costatum* CCMP 1332 (*Coscinodiscophyceae*) reported in the literature. Our study further exemplified the broad application range of dose-dependent testing and highlighted the different biological activities of NAMEs and AHLs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12866-024-03624-7.

## Introduction

Members of the Roseobacter group (synonyms: roseobacters, *Roseobacteraceae*) are among the most abundant bacteria (up to 20% in coastal habitats) in marine environments [1, 2]. Due to their substantial contributions to carbon and sulfur biogeochemical cycles, they are of vital importance to the global marine ecosystem [3, 4]. The broad distribution of roseobacters is partially attributed to their high metabolic flexibility [2], which includes the production of various bioactive secondary metabolites like antagonistic [5, 6] or signaling compounds [7, 8] but also a variety of so far uncharacterised molecules [9, 10]. *N*-Acyl homoserine lactones (AHLs) are signaling compounds most commonly found in Gram-negative bacteria [4, 7, 11]. In a density-dependent manner (*quorum sensing*, QS), AHLs regulate gene expression of a variety of genetically encoded traits including virulence factors, motility, biofilm formation and antibiotic production in representatives of the genera *Phaeobacter*, *Ruegeria*, *Dinoroseobacter* and other members of the Roseobacter group [12–14]. AHLs consist of a homoserine lactone ring linked via an amide bond to an acyl side chain [13]. The most common AHL derivatives in roseobacters carry monounsaturated side chains with 14, 16 or 18 carbon atoms [7]. The biosynthesis and mode of action of AHLs has been elucidated and described previously [15–17]. In brief, AHLs are synthesized from an acyl-acyl carrier protein (ACP) and S-adenosyl methionine (SAM) by a LuxI-type synthase and, depending on molecule size and polarity, can either diffuse freely across the cell membrane or are actively exported [18, 19]. Via uptake of own or foreign AHLs into the cell and subsequent binding to a corresponding LuxR-type transcriptional regulator, a transcription cascade is induced upon a threshold concentration [18].

In the past few years, structural analogues of AHLs, *N*-acyl amino acid methyl esters (NAMEs), have been found in several *Roseovarius* and *Loktanella* species of the Roseobacter group [7, 20]. In addition to the variations in side chain length and saturation found in AHLs, NAMEs are structurally even more diverse by the incorporation of different amino acids like valine, guanine and alanine, the latter being the predominant derivative in previously investigated strains [20]. Despite their striking structural resemblance to AHLs, NAMEs neither interfere with, nor inhibit AHL-based QS [21], but have been reported to exhibit minor algicidal and antibacterial properties against the centric diatom *Skeletonema costatum* [7] and diverse bacteria, respectively [7, 21]. Whether this bioactivity reflects the primary role of NAMEs in roseobacter ecology remains to be determined. The identification of the genetic basis for NAME synthesis has proven difficult and no candidate genes for the synthase have been found in previous studies [22]. The search for potential ecological roles and biosynthesis pathways of NAMEs may require comparisons with other, structurally similar bacterial metabolites like AHLs.

In this study, we conducted two main experiments. Firstly, we quantified the major NAMEs (here and in the following, the abbreviation refers to the *N*-acyl *alanine* methyl esters) produced by *Roseovarius tolerans* EL-164 at different growth stages, as basis for future, concentration-dependent investigations. In particular, the co-production of NAMEs and AHLs was investigated in this study. Secondly, we cultivated EL-164 in the presence of defined concentrations of external NAME, AHL or both. Transcriptomes of the metabolite-spike cultures were compared at different time points with regard to different distinct gene expression patterns.

## Materials and methods

### General experimental conditions and equipment

Chemicals (i.e., substrates used in chemical reactions) were purchased from Sigma Aldrich and used without further purification. Other solvents (used for purification or during chromatography) were purified by distillation and dried according to standard methods. Reactions with air- and moisture-sensitive compounds were carried out in vacuum-heated flasks under N_2_-atmosphere. Solutions were cooled to 0 °C in an ice-water bath. Thin layer chromatography was carried out on silica gel coated films (Polygram^®^ SIL G/UV254, layer thickness 0.2 mm; Macherey-Nagel, Düren, Germany). In addition to UV-detection (254 nm), common staining reagents such as molybdophosphoric acid or potassium permanganate were used. Flash column chromatography was carried out on silica gel 60 Å (grain size 35–70 μm; Fisher Scientific, Waltham, MA, USA). NMR spectra were recorded at room temperature with a Bruker AVANCE III 400 spectrometer (400 MHz for ^1^H, 100 MHz for ^13^C). Chemical shifts are given in ppm relative to the internal standard tetramethylsilane. The following abbreviations are used to indicate the multiplicities of the respective signals: s (singlet), d (doublet), t (triplet), quin (quintet), m (multiplet), and hept (heptett). The coupling constants *J* are given in Hertz (Hz). The ^13^C NMR spectra are ^1^H broadband decoupled spectra.

GC/MS-analyses of IS-spiked extracts from EL-164 cultures (quantification experiment, Supplement F1, F2) were carried out on a GC 7890 A system connected to a 5975 C mass-selective detector and equipped with a 7683B injector (all components from Agilent Technologies, Santa Clara, CA, USA). The separation was performed on a fused silica capillary column HP-5MS (30 m × 0.25 mm I.D. × 0.25 μm film, Agilent Technologies). Helium was used as carrier gas (flow rate of 1.2 mL/min). Electron impact ionization was performed at 70 eV. Analyses of culture extracts were carried out in splitless mode at the following temperature program: start temperature 50 °C (5 min. isothermal), heating rate 5 °C/min, final temperature 320 °C (10 min isothermal). The GC conditions were as follows: inlet pressure 67.5 kPa, He 24.2 mL/min, injection volume 1 µL, injector 250 °C, transfer line 280 °C. An automatic sampler used for injections was set to the following conditions: syringe size 10 µL, injection volume 1 µL, sample washes 2x, sample wash volume 3 µL, sample pumps 5x. The quantification was proceeded with the software *Enhanced Data Analysis* (Agilent).

### Synthesis of chemical components and chromatographic analysis of selected *R. tolerans* EL-164 metabolites

#### Synthesis of deuterated l-alanine methyl ester hydrochloride (2) 

A solution of l-alanine-*d*_3_ (**1**, 500 mg, 5.43 mmol, 1.00 eq., Sigma Aldrich, St. Louis, MO, USA) in methanol (6.0 mL) was cooled to 0 °C and thionyl chloride (904 mg, 0.55 mL, 7.60 mmol, 1.40 eq.) was added. The mixture was stirred for 6 h at reflux and then for 16 h at room temperature. The crude product was filtered over celite to remove excess reagent 1. The solvent was removed under reduced pressure and the product was dried at high vacuum. Compound **2** (764 mg, 2.35 mmol, quant.) was obtained as a pale yellow crystalline solid. The synthesis was carried out as described previously [23]. Chemical structures are shown in Fig. 1.

^**1**^**H-NMR** (500 MHz, DMSO): *δ* = 8.74 (s, 3 H), 4.03 (s, 1 H), 3.74 (s, 3 H).

^**13**^**C-NMR** (125 MHz, DMSO): *δ* = 170.3, 52.7, 47.5, 14.9 (hept., *J* = 19.9 Hz).

**Fig. 1:**
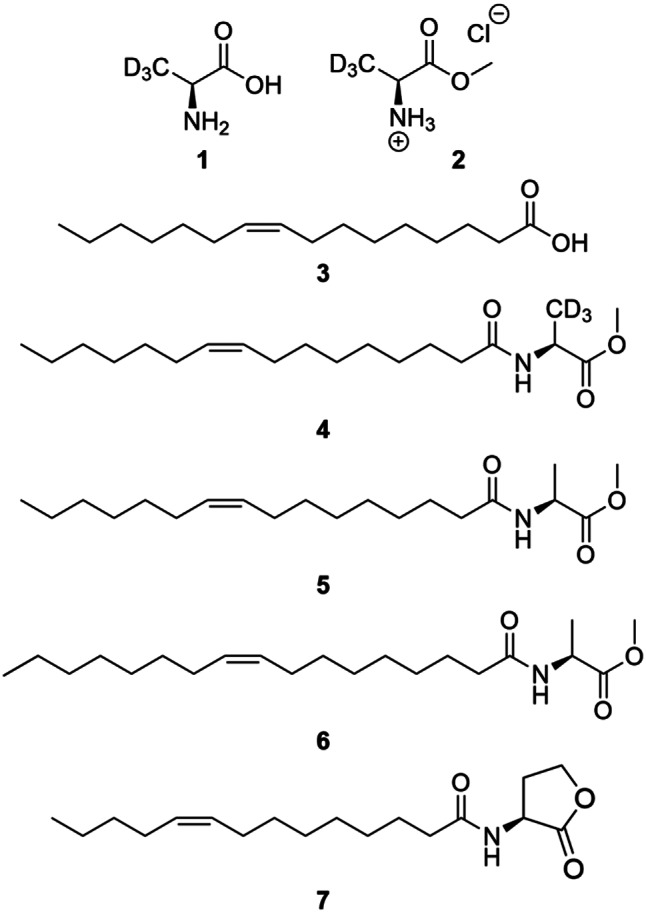
Chemical structures of EL-164 metabolites and reagents used for synthesis of the internal standard. Components **1**–**3** were used for synthesis of the internal standard **4**. Compounds **5**–**7** are natural metabolites of *R. tolerans* EL-164 and were measured in culture extracts via GC/MS. **1** l-alanine-d_3_, **2** lalanine methyl ester hydrochloride, **3** palmitoleic acid, **4** internal standard C16:1-NAME-d3, **5** natural C16:1-NAME, **6** natural C17:1-NAME and **7** C14:1-AHL

### Synthesis of the internal standard Z9-C16:1-NAME-d3 (4) 

A solution of palmitoleic acid (**3**, 200 mg, 0.22 mL, 0.79 mmol, 1.00 eq.) in dry dichloromethane (DCM, 10 mL) and a drop of *N*,*N*-dimethylformamide (DMF) was cooled to 0 °C. Oxalyl chloride (151 mg, 0.10 mL, 1.19 mmol, 1.50 eq.) was slowly added and the mixture was stirred until gas formation ceased. The solvent was removed under reduced pressure to obtain the acid chloride. After slow addition of triethylamine (320 mg, 0.44 mL, 3.16 mmol, 4.00 eq.) to a solution of deuterated l-alanine methyl ester hydrochloride (**2**, 170 mg, 1.19 mmol, 1.50 eq.) in dry DCM (10 mL), the mixture was stirred for 5 min and the acid chloride, dissolved in DCM (10 mL), was added to the mixture. After stirring for 3 h at room temperature, ethyl acetate (50 mL) was added. The organic phase was washed twice, with saturated NaHCO_3_-sol. and with H_2_O, and dried over MgSO_4_. The solvent was removed under reduced pressure and the crude product was purified by column chromatography on silica gel (pentane/ethyl acetate 4:1) to obtain the deuterated compound **4** (272 mg, 0.79 mmol, quant.) as a clear oil. The procedure was carried out as described [21].

*R*_f_: 0.24 (pentane/ethyl acetate 4:1).

*R*_I_: 2473.

^1^H-NMR (500 MHz, CDCl_3_): *δ* = 6.09 (d, *J* = 6.4 Hz, 1 H), 5.38–5.30 (m, 2 H), 4.59 (d, *J* = 7.4 Hz, 1 H), 3.75 (s, 3 H), 2.21 (t, *J* = 7.6 Hz, 2 H), 2.04–1.96 (m, 4 H), 1.63 (quin, *J* = 7.3 Hz, 2 H), 1.37–1.22 (m, 16 H), 0.88 (t, *J* = 6.9 Hz, 3 H).

^13^C-NMR (125 MHz, CDCl_3_): *δ* = 173.7, 172.6, 129.9, 129.7, 52.4, 47.6, 36.5, 31.7, 29.7, 29.6, 29.2, 29.1 (2x), 28.9, 27.2, 27.1, 25.5, 22.6, 17.7 (hept., *J* = 19.8 Hz), 14.1.

MS (EI, 70 eV): *m*/*z* (%) = 342 (5) [M]^+^, 283 (3), 161 (8), 148 (14), 129 (3), 108 (5), 107 (100), 106 (3), 61 (3), 47 (60).

### Origin and cultivation of *Roseovarius tolerans* EL-164

*R. tolerans* EL-164 had been previously isolated from the hypersaline Ekho Lake in Antarctica [24] and is available under the accession number DSM 108135 in the culture collection of the German Collection of Microorganisms and Cell Cultures GmbH (DSMZ, Braunschweig, Germany). Aliquots from cryo stocks of EL164 prepared in our lab were first transferred on agar plates and incubated overnight at room temperature prior to inoculation of liquid cultures from a single colony. Agar plates were prepared with 1.7% (/v) agar. If not stated otherwise, the strain was routinely cultivated in marine broth (MB) medium with modifications described previously [12]. Incubations were carried out in the dark, at 20 °C and 100 rpm. Growth was monitored by measuring the optical density at 600 nm (OD_600nm_). Two main experiments were conducted in this study: Firstly, NAMEs and AHLs were extracted from EL-164 cultures to chromatographically determine their concentrations in the bacterial cultures. Secondly, a spike-in experiment with synthetic C16:1-NAME and C14:1-AHL was conducted, using the metabolite concentrations determined in the quantification experiment. In this second experiment, RNA was extracted before and after spike-in of metabolites for subsequent comparative transcriptomics. The workflows of both experiments are briefly described in the following. The full description of the experimental setups can be found in Supplement F1.

### Quantification experiment: extraction of NAMEs and AHLs from EL-164 cultures

Several pre-experiments were conducted to identify a suitable extraction method for NAMEs. The tested parameters were (i) if and when an adsorbent should be added to the bacterial culture and (ii) at which time point the internal standard (IS) **4** should be added (Supplement F1). Based on the obtained results, a liquid-liquid extraction procedure was chosen for the quantification experiment described in this study. The IS was added to each sample directly after removal from EL-164 cultures. All tested parameters and corresponding results are described in detail in Supplement F1.

For metabolite extraction, the bacterial culture was grown under routine conditions. A sample was aseptically removed from the culture and the IS was added before the sample was centrifuged (7,500 rpm, 4 °C, 30 min). Subsequently, the supernatant (SN) was sterile-filtered (ø 2 μm, PES, Fisher Scientific, Waltham, MA, USA) and extracted with DCM by mixing in a separatory funnel (DCM: SN = 1:3). The aqueous and the organic phase were collected separately. The aqueous phase was re-extracted twice with DCM. After the third extraction step, the aqueous phase was discarded and the collected organic extract was dried with anhydrous MgSO_4_ and filtered through a paper filter (Rotilabo, type 600P). The organic extract was concentrated in a rotary evaporator (Multivapor P-6, Büchi, Flawil, Switzerland) and stored at -20 °C until chemical analysis.

### Isotope dilution analysis

Extracts obtained after the addition of the IS **4** were analyzed by GC/MS and the peak areas of diagnostic ions were quantified using the respective ion traces. The characteristic base peaks at *m/z* 104 (Z9-C16:1-NAME, **5**) and 107 (Z9-C16:1-NAME-d_3_, **4**) served as these quantifier ions. Their peak area ratio was used for the calculation of the concentration of NAME **5** from the predefined concentration of IS **4** (210 µg L^− 1^). The quantification of the NAME was adapted analogous to the previously described procedure for AI-2 quantification [35]. Due to the shorter C-D-bond length compared to the C-H bond length (Supplement F2, Figure S1), the IS eluted slightly earlier than the unlabeled compound. Therefore, peak areas were combined for quantification. The IS was also used for quantification of C17:1-NAME (**6**), leading to less accurate results for this compound. Finally, C14:1-AHL (**7**) was quantified by comparing their peak area with that of the IS.

### Spike-in experiment: RNA extraction, library preparation, sequencing and bioinformatic analysis

In the spike-in experiment (sampling time points t_S1−S3_) EL-164 cultures were spiked with C16:1-NAME (**6**) (at 24 h), C14:1-AHL (**7**) (at 49 h) or both metabolites (at 24 h and 49 h, respectively). Sampling for RNA sequencing was conducted at 26 h (t_S1_), 49 h (t_S2_) and 53 h (t_S3_). For RNA sampling, 2 ml EL-164 culture were removed aseptically, snap frozen in liquid nitrogen and subsequently stored at -80 °C until RNA extraction. The latter was performed as described earlier [25], omitting the DNA extraction steps.

### Sequencing and data quality control

Illumina libraries were generated as described previously [26], including rRNA removal with the RiboZero Kit (Illumina, USA) and sequenced on a NovaSeq 6000 (Illumina, USA) in paired-end mode with 100 cycles in total. Raw reads were processed, and differential gene expression was assessed as described before [27]. Briefly, reads were filtered with fastp (version 0.20.1; [28]) and mapped to the *R. tolerans* EL-164 genome (Genbank accession GCF_028885395.1) using BWA-MEM (version 0.7.12; [29]) and SAMtools (version 0.1.19; [30]). HTSeq-count (version 0.13.5; [31]) was used to assess the number of reads per gene. Normalization and identification of significantly differentially expressed genes (false discovery rate, FDR < 0.05) was performed with DESeq2 (version 1.32.0; [32]) using the likelihood ratio test with the growth time and condition as the full model, and as the reduced model only the growth time. For assessing the quality of our data, we used a principal component analysis in R.

### Identification of relevant gene expression patterns in EL-164 spike-in cultures

Z-score normalization was used over the replicates and conditions of each significantly differentially expressed gene to compare the transcription patterns of genes with different absolute transcription levels. Subsequently, the genes were clustered by their z-scores using a hierarchical clustering in python (scipy.cluster.hierarchy.linkage with average distance and citiblock metric; scipy.cluster.hierarchy.fcluster with k = 3 and maxclust criterion).

### Functional analysis of metabolite-spiked EL-164 cultures

Potential metabolic functions were assigned to significantly differentially expressed genes (DE genes) using COG categories (Clusters of Orthologous Groups of proteins) and GO processes (Gene Ontology) assigned by eggNOG mapper [33, 34] together with the GO annotation provided by NCBI.

## Results

### Quantification of NAMEs via isotope dilution analysis

In the first experiment (quantification experiment, sampling time points t_Q0−5_), NAMEs **5** and **6** were quantified in *R. tolerans* EL-164 culture extracts by GC/MS using isotope dilution analysis with an isotopically labeled IS. Here, a labeled version of the major NAME released by EL-164, (*Z*)-*N*-(hexadec-9-enoyl)alanine methyl ester (Z9-C16:1-NAME, **5**) [13], served as IS. This standard Z 9-C16:1-NAME-d_3_ (**4**) had to be synthesized. Because of its ready availability, alanine-*d*_3_ was selected as carrier of the label. The synthesis of the IS was carried out as follows: l-alanine-d_3_ (**1**) was converted into the deuterated methyl ester hydrochloride **2** with methanol and thionyl chloride (Fig. 2). Subsequent amide coupling with palmitoleic acid (**3**) in the presence of oxalyl chloride resulted in the deuterated NAME **4** with a quantitative yield.

**Fig. 2:**
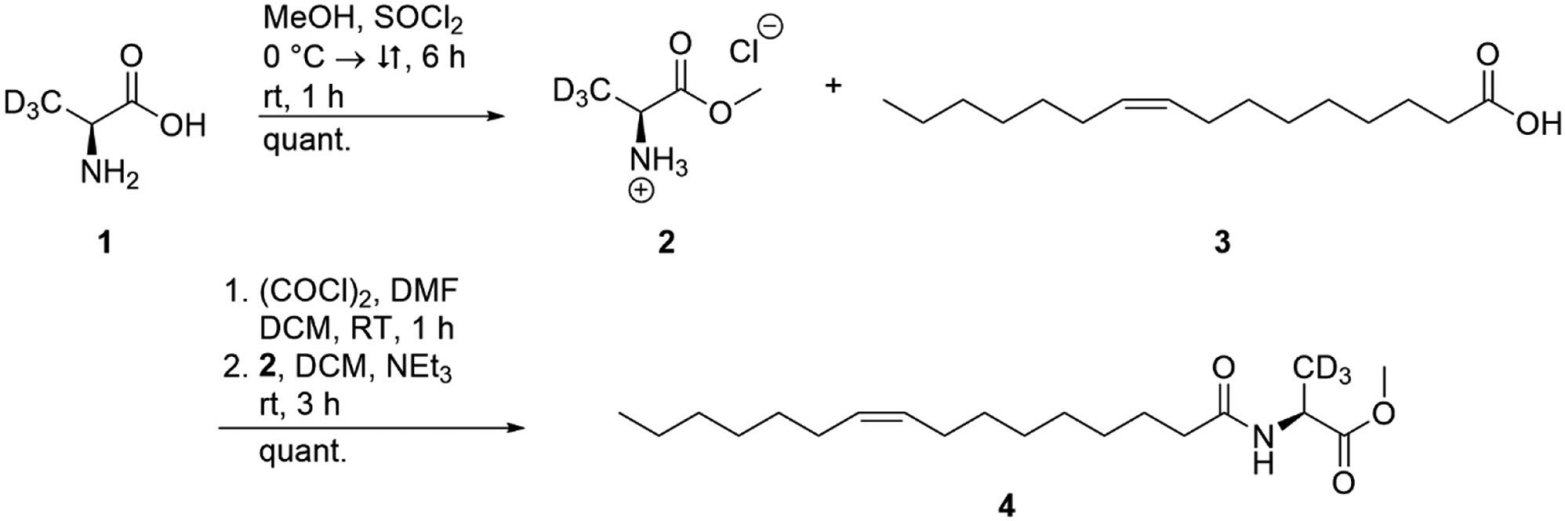
Synthesis of the internal standard for quantification of NAMEs in bacterial culture extracts. Synthesis of the internal standard C16:1-NAME-d_3_ (**4**) from l-alanine–d_3_ (**1**), via deuterated methylester hydrochloride (**2)** and amide coupling with palmitoleic acid (**3**) ]

The mass spectra of the naturally occurring Z9-C16:1-NAME (**5**) and the labeled analogue **4** revealed characteristic base peaks at *m/z* 104 and 107, respectively (Fig. 3). These served as quantifier ions in the isotope dilution analysis. The quantification of the NAME was adapted analogously to the previously described procedure for AHL quantification [35].

**Fig. 3:**
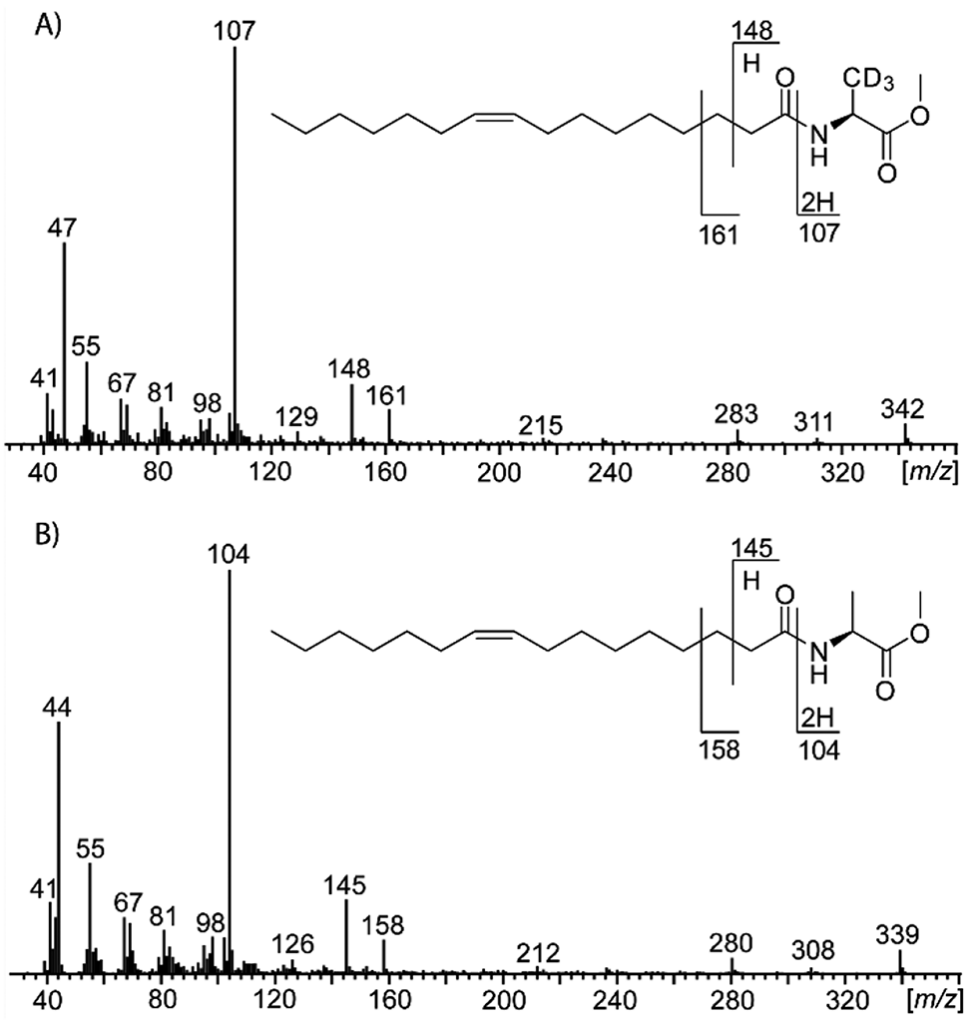
Mass spectra of C16:1-NAME and deuterated standard IS in EL-164 culture extracts. Mass spectra and fragmentations of **A**) the deuterated internal standard **4** and **B**) the natural metabolite **5**. The ratio of the base peaks at m/z 107 (**A**) and 104 (**B**) were used for quantification of **5**.

### Quantification of NAMEs and AHLs in different growth phases of *R. tolerans* EL-164 reveals distinct production patterns

An initial growth experiment was conducted for quantification of NAMEs and AHLs in EL-164 cultures at different time points. Under standard growth conditions, EL-164 reached the stationary phase after t_Q4_ (81 h). The observed increase in cell number was significant between t_Q0_-t_Q4_ (0–81 h), but not between t_Q4_-t_Q5_ (81–106 h, p_tQ4,tQ5_=0.315). This supports our assumption (deduced from the decreasing growth rates) that growth of EL-164 decelerated between t_Q3_-t_Q4_ (48–81 h) and the strain entered the stationary phase. Cultures were further incubated until t_Q5_ (105 h) without observation of a beginning death phase (Fig. 4A).

The IS C16:1-NAME-d_3_ (**4**) was not detected in t_Q0_ samples. Therefore, quantification was not possible at t_Q0_ (0 h), but presence/absence of metabolites was still noted. C14:1-AHL (7), the main AHL of EL-164, was found in gas chromatograms of all culture extracts, i.e. all replicates from all time points (Supplement F2, Table S1). AHL concentrations ranged between 17.5 and 58.7 mg L^− 1^ (56.6-189.7 µM), were high in the mid-exponential growth phase and decreased thereafter (Fig. 4B). Conversely, C16:1-NAME concentrations were an order to magnitude lower (0.685–5.731 mg L^− 1^, 2.0-16.9 µM) and showed a steady increase between t_Q1_-t_Q5_ (21–105 h, Fig. 4C). While C17:1-NAME concentrations showed a similar trend as C16:1-NAME concentrations (continuous increase between t_Q2_-t_Q5_, Fig. 4D), the determined concentrations (5.3–86.4 µg L^− 1^, 15.0-244.3 nM) of C17:1-NAME were even lower than those of C16:1-NAME (Supplement F2, Table S1). In addition, C17:1-NAME was not found in samples from t_Q0_ (0 h) and t_Q1_ (21 h) and only in one of three replicates at t_Q2_ (30 h).

**Fig. 4:**
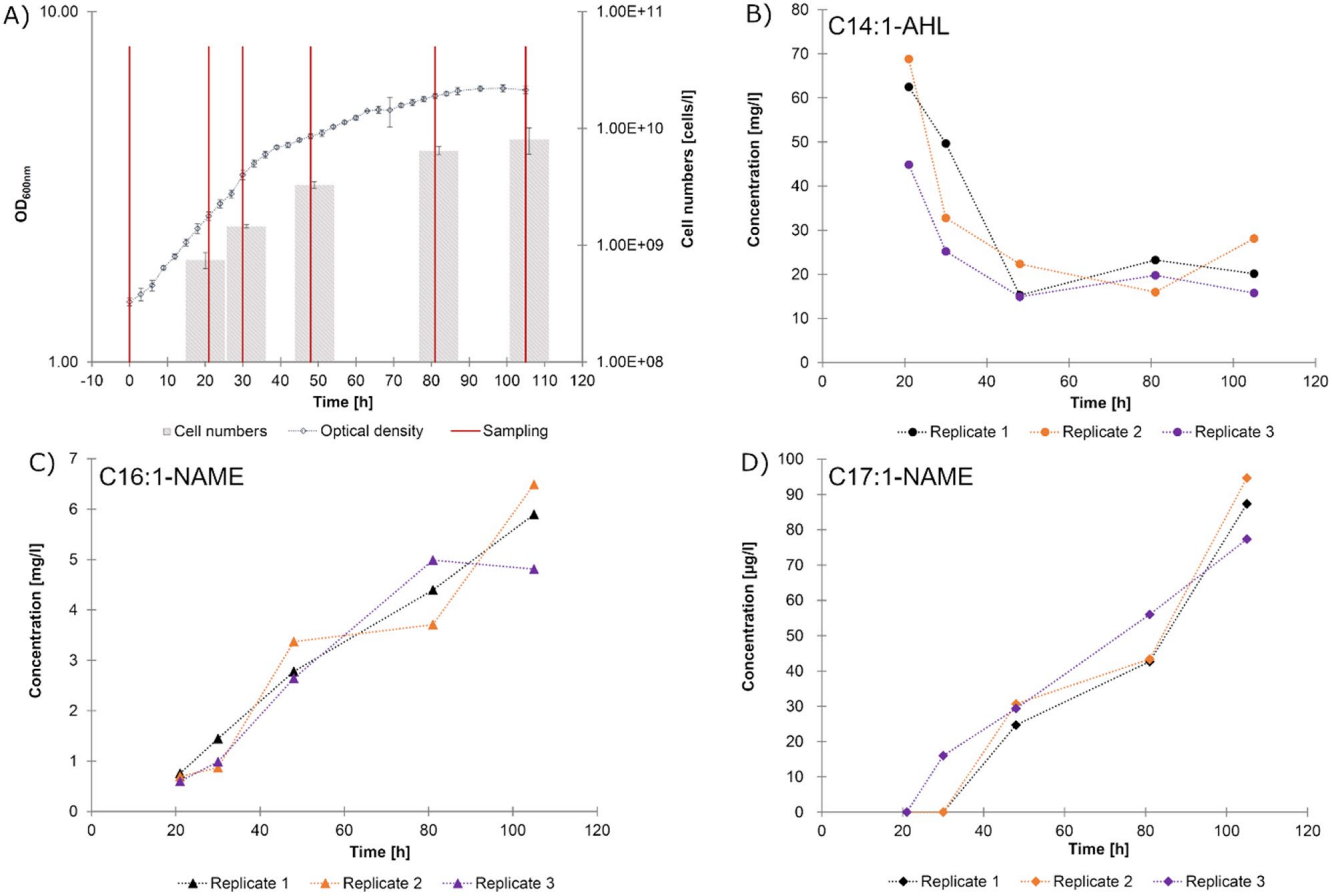
Growth of EL-164 and metabolite concentrations determined during the quantification experiment. (**A**) Growth of EL-164 over time displayed via OD600nm measurements and cell numbers, as well as sampling time points. Samples were removed from cultures at several time points (indicated with vertical lines are t_Q05_, 0–105 h) for quantification of NAMEs and AHLs and determination of cell counts (indicated by grey bars). OD600nm values and cell numbers are means from biological triplicates. Concentrations of (**B**) C14:1-AHL (**7**), (**C**) C16:1-NAME (**5**). and (**D**) C17:1-NAME (**6**) determined at time points t_Q15_ (21–105 h) in bacterial culture extracts

### Transcriptomic analysis of expression patterns in C16:1-NAME- and C14:1-AHL-spike-in cultures of *R. tolerans* EL-164

#### Temporal patterns of gene expression in metabolite-spiked EL-164 cultures

In addition to the quantification experiment, we conducted an experiment with spiked-in C16:1-NAME, C14:1-AHL or both metabolites. 

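The libraries of the spike-in experiment come from 150 mL batch cultures of R. tolerans EL-164 under 3 conditions with replicates B, C and D. Each condition and replicate was taken here as its own flask, which gives 9 flasks. Supplement F1 counts 4 test conditions but describes these 3, and the files hold no other. NAME cultures received C16:1-NAME at 5.33 mg per L (15.72 µM), AHL cultures received C14:1-AHL at 73.53 mg per L (0.238 mM), and AHL/NAME cultures received both. The paper gives 24 h for the NAME spike and the sample labels give 26 h, while both give 49 h for the AHL spike. RNA was extracted from 2 mL of culture at 26 h (tS1), 49 h (tS2) and 53 h (tS3). AHL cultures at tS1 and tS2 were treated here as unspiked, with tS2 sampled just before the AHL spike, and tS3 lay 4 h after that spike. The files hold 23 libraries. They comprise 3 AHL, 2 AHL/NAME and 3 NAME cultures at tS1, 3 AHL, 3 AHL/NAME and 1 NAME culture at tS2, and 3 AHL, 3 AHL/NAME and 2 NAME cultures at tS3. The authors depleted rRNA, sequenced paired-end reads, mapped them to the EL-164 genome with BWA-MEM and counted them per gene with HTSeq. The counts were deposited without normalization, together with a table of counts divided by DESeq2's size factors. Whether the counting used the strand of the reads is not given.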

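Counts on genes per library ranged from 282247 to 32227040, with a median of 8943617. In AHL cultures they ranged from 1751563 to 11439566 (median 4443859) at tS1, from 10099056 to 15667181 (median 13701944) at tS2 and from 282247 to 11868182 (median 6432783) at tS3. In AHL/NAME cultures the totals were 2052636 and 3830069 at tS1, 11808330 to 32227040 (median 14746932) at tS2 and 4479134 to 20228287 (median 5516249) at tS3. In NAME cultures they were 5920901 to 9453484 (median 8943617) at tS1, 5152904 in the only library at tS2, and 4328877 and 14137915 at tS3. The 3 rRNA genes still took 42.2 to 60.9% of the counts on genes. An rRNA gene (PVU19_RS17500, 3515968 to 3518863), ssrA (PVU19_RS08985), a shorter rRNA gene (PVU19_RS17515, 3519883 to 3521352) and rnpB (PVU19_RS14330) together took 58.1 to 73.6%. All other genes shared between 101974 counts (AHL tS3 replicate C) and 9150427 counts per library, with a median of 2668524. Genes with at least 10 counts in at least 3 samples were kept, which left 3746. Libraries were scaled by edgeR's TMM method, and differences were tested with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p of 0.05, with the DESeq2 likelihood ratio test of the study as an alternative. For comparisons at a single time point the 23 samples formed 7 groups by time point and treatment received by then, all sharing an estimate of the spread. Where a group holds 1 library, that library is assumed to vary like the other groups. Log2 fold changes are from these fits, and CPM are edgeR's counts relative to TMM library sizes.

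**Figure D1:**
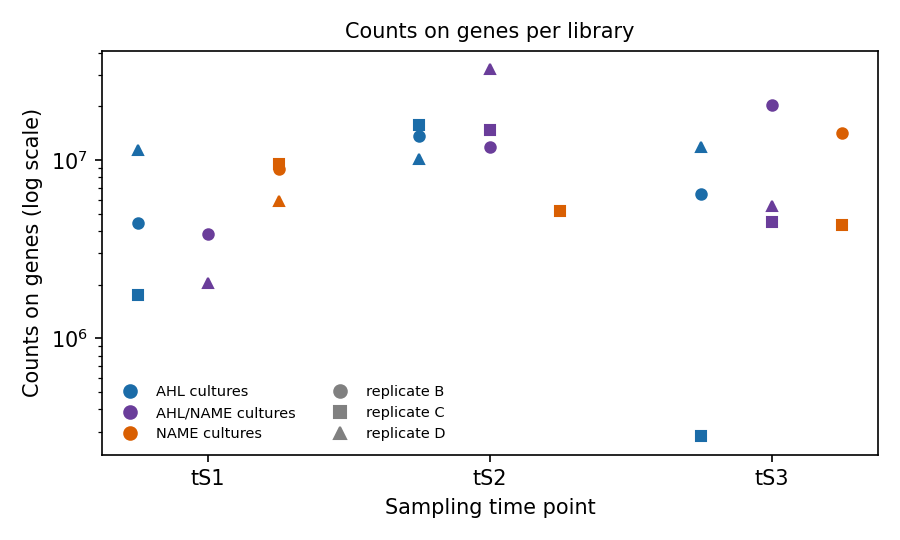
Counts on genes in each of the 23 libraries, grouped by condition and time point, on a log axis. The lowest library, AHL tS3 replicate C, has 282247 counts and the next lowest, AHL tS1 replicate C, has 1751563.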

The time points for spiking and the concentrations were chosen based on the findings from the quantification experiment, when the concentrations of the respective metabolite were low in the batch culture (detailed description in Supplement F1). 

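Principal components were computed from DESeq2's variance stabilised counts of the 500 most variable genes in the 23 libraries of the spike-in experiment. PC1 held 43.4% and PC2 held 24.9% of the variance. Growth time accounted for 61.7% of the variance of the PC1 scores and 71.8% of that of the PC2 scores, and condition for 5.44% and 3.23%. Mean PC1 scores were -19.9 at tS1, 1.67 at tS2 and 18.5 at tS3, and mean PC2 scores were 14.3, -18.2 and 1.61. The most extreme score on both axes, 74.2 on PC1, belonged to AHL tS3 replicate C, the library with the fewest counts. Without it, growth time accounted for 98.5% and 96.6% of the scores on the new axes, which held 45.9% and 24.5% of the variance. With the rlog transformation, chosen after seeing the data, the axes held 51.2% and 30.3%, the largest shift among the alternatives for both.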

A principal component analysis (PCA) over the transcriptomes at the different time points and conditions showed clear separation along the growth times, but not along the conditions (Fig. 5A, B). Consequently, gene expression patterns over time were further investigated. The EL-164 growth curve including indication of sampling points is provided in Fig. 5C.

**Fig. 5:**
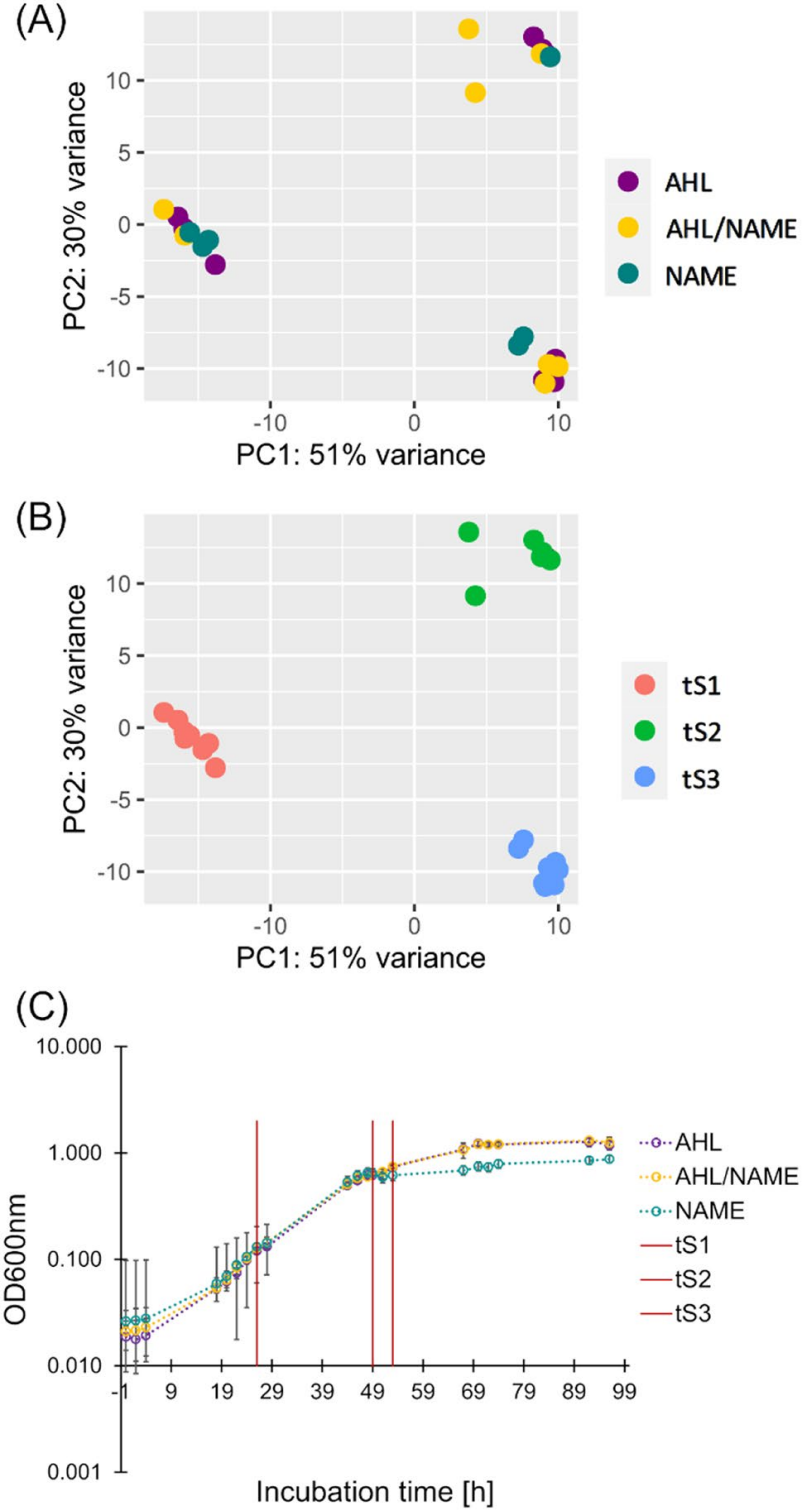
EL-164 transcriptome analysis and growth curve of EL-164 during the spike-in experiment. Gene expression profiles were analyzed via principal component analysis and colored according to (**A**) metabolite spike and (**B**) growth time. (**C**) Growth curve of EL-164 cultures spiked with C16:1-NAME (24 h), C14:1-AHL (49 h) or both metabolites. Sampling time points for RNA sequencing are indicated with red vertical lines

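The study's list of differentially expressed genes was recomputed from the deposited counts with the same model, growth time and condition against growth time alone. The DESeq2 likelihood ratio test over all genes called 187 genes, and all 187 were the genes of the study. This count varied with single libraries. It was 320 without NAME tS2 replicate C, 281 without AHL tS1 replicate C, 120 without AHL tS3 replicate D, 105 without AHL/NAME tS3 replicate B, 96 without AHL/NAME tS1 replicate B, 83 and 79 without NAME tS1 replicates D and C, and 77 and 50 without NAME tS3 replicates B and C. With all samples of replicate B left out it was 1, without replicate C 31 and without replicate D 32. The quasi-likelihood test of edgeR on the same model called 0 of 3746 genes (smallest adjusted p = 0.0630 after Benjamini-Hochberg adjustment), while 676 genes had an unadjusted p under 0.05. It called 81 genes without NAME tS2 replicate C, 4 without AHL tS1 replicate C and 1 each without AHL tS1 replicate D and AHL/NAME tS1 replicate D. Adjusted over the list alone, 186 of the 187 genes passed, which is not independent evidence since the study chose the list on these samples. Between these outcomes, edgeR called 121 genes in a model with an interaction of growth time and condition. That test covered all differences between conditions at any time point jointly, not the interaction alone. With the flask as a random block, limma-voom called 54. The 3 genes outside the 187 with the smallest p in edgeR's quasi-likelihood test were PVU19_RS15235, PVU19_RS10820 and PVU19_RS03275, with adjusted p = 0.0896 for the first and second and 0.106 for the last.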

Using DESeq2 and the likelihood ratio test provided by the program, we identified 187 genes that were significantly differentially expressed (DE) across the conditions when simultaneously controlling for the effect of the growth time (Supplement F3). It is important to note, that we observed a high variability between biological replicates that was at times larger than the variability across conditions. For instance, we observed a larger variability between the NAME-spiked samples at t_S1_ than towards the non-spiked sample (AHL) (Fig. 6). Nevertheless, clear differences in temporal gene expression were visible between the conditions. 

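Correlations of log2 CPM between replicates of the same condition and time point had a median r of 0.975 over 20 pairs of libraries, each taken across genes, which are not independent replicates. The lowest r, 0.854, was between AHL tS3 replicates B and C. Mean Euclidean distances between replicates ranged from 23.5 in AHL cultures at tS2 to 84.3 in AHL cultures at tS3, where replicate C has the fewest counts. They were 46.0 (n = 2), 28.4 and 32.5 in AHL/NAME cultures at tS1, tS2 and tS3 and 36.6 in NAME cultures at tS3.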

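At tS1 the mean Euclidean distance in log2 CPM among the 3 NAME cultures was 25.2, their mean distance to the 3 unspiked AHL cultures was 45.1, and the mean distance among the AHL cultures was 57.8. The ratio of the first to the second was 0.558, the lowest among the 20 splits of the 6 samples into 3 and 3 (exact permutation test, 1-sided p = 0.05, the smallest that this design allows). Over the 500 most variable genes the ratio was 0.520 and not the lowest of the splits (exact permutation test, 1-sided p = 0.1). Without AHL tS1 replicate C, where 26.8% of the counts fell on the rRNA gene PVU19_RS17515, the ratio was 0.835. Over the 187 genes of the study the distances were 4.41 among NAME cultures and 8.94 towards AHL cultures, a ratio of 0.493. The study chose these genes for differences between conditions on these samples, so this ratio is not independent evidence.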

To better evaluate the temporal expression of the 187 DE genes, we calculated their transcription patterns (z-scores) over all time points and conditions and grouped them via hierarchical clustering (Fig. 6). Cluster 1 comprised 62 genes (Fig. 6A), cluster 2 was the largest with 76 genes (Fig. 6B) and cluster 3 the smallest with 49 genes (Fig. 6C). 

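Average-linkage clustering with the cityblock metric of the z-scores of the deposited normalized counts over the 23 samples divided the 187 genes into clusters of 65, 76 and 46 genes, with 177 genes in the same cluster as in the study. When z-scores were taken of the means per condition and time point, an alternative chosen after seeing the data, the clusters held 62, 76 and 49 genes and all 187 genes fell in the study's clusters. The lowest number, 150 genes, came from the mean of the single-sample z-scores per group, also chosen after seeing the data.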

Individual plots for temporal expression patterns were created for all DE genes and can be found in Supplement F3.

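At tS3, where the AHL spike separates the treatments, 44 of the 62 genes of cluster 1 were lower in NAME cultures than in the mean of AHL and AHL/NAME cultures, with a median log2 fold change of -0.26. Single genes went both ways, with 9 called higher and 5 called lower by edgeR's quasi-likelihood test over all genes. Adjusted over the list alone, 27 genes of cluster 1 passed. In cluster 3 the median was 0.02 and the mean -0.12 over 49 genes, and 8 genes were called higher and 9 lower, or 21 in all adjusted over the list alone. As lists, neither cluster passed limma's fry test (adjusted p = 0.225 for cluster 3, and larger for cluster 1). Both lists were chosen by the study on these samples, so these counts are not independent evidence. Before the AHL spike, cluster 1 was already lower in NAME than in AHL/NAME cultures. The median log2 fold change was -0.39 at tS1, with 15 of 62 genes higher. At tS2 it was -0.32 with 9 of 62 higher, resting on 1 NAME library. The tS3 difference of cluster 1 need not come from the AHL spike.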

Within clusters 1 and 3 the median temporal patterns of the different treatments (AHL, AHL/NAME, NAME) were similar. Many genes in cluster 1 were maximally expressed at t_S1_ (26 h) and showed a decrease in expression at t_S2_ (49 h), with a more pronounced downward trend at t_S3_ (53 h, Fig. 6A). Conversely, the majority of genes in cluster 3 showed a strong increase in expression at t_S3_ compared to t_S1_ and t_S2_. 

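For each gene the z-score was averaged over the samples of a group, and the median was taken over the genes of a cluster. It is given with the lowest and highest median of a single sample, which need not enclose it. For cluster 1 at tS1 it was 0.98 (samples 0.80 to 1.15, n = 3) in AHL cultures, 1.16 (samples 0.85 and 1.45, n = 2) in AHL/NAME cultures and 0.55 (samples 0.34 to 0.64, n = 3) in NAME cultures. At tS2 it was -0.29 (samples -0.39 to -0.31, n = 3), 0.05 (samples -0.08 to 0.40, n = 3) and -0.37 (1 library). At tS3 it was -0.89 (samples -0.93 to -0.76, n = 3), -0.71 (samples -0.76 to -0.64, n = 3) and -0.88 (samples -0.94 and -0.89, n = 2). From tS1 to tS2, 44 of the 62 genes fell, with a median log2 change of -0.40, and edgeR's quasi-likelihood test called 37 of them lower and 5 genes higher. From tS2 to tS3, 57 of 62 fell, with a median of -0.46, and 38 were called lower and 1 higher. Adjusted over the list alone, 42 genes passed in each comparison.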

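For cluster 3, 48 of the 49 genes rose from tS2 to tS3, with a median log2 change of 0.96, and 44 were called higher by edgeR's quasi-likelihood test (45 adjusted over the list alone). From tS1 to tS2, 31 of the 49 fell, with a median of -0.40. The median z-score at tS1 was -0.29 (samples -0.41 to -0.14, n = 3) in AHL, 0.0027 (samples -0.38 and -0.14, n = 2) in AHL/NAME and -0.40 (samples -0.50 to -0.21, n = 3) in NAME cultures. At tS2 it was -0.74 (samples -0.79 to -0.61, n = 3), -0.80 (samples -1.01 to -0.75, n = 3) and -0.79 (1 library), and at tS3 it was 0.78 (samples 0.72 to 0.81, n = 3), 0.75 (samples 0.60 to 0.80, n = 3) and 1.05 (samples 0.91 and 0.95, n = 2).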

Genes in cluster 2 exhibited distinct temporal transcription patterns. 

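Of the 76 genes of cluster 2, 75 were higher in NAME cultures at tS3 than in the mean of AHL and AHL/NAME cultures. Their median log2 fold change was 0.80, against -0.06 for all genes. It stayed between 0.64 (without NAME tS3 replicate C) and 0.93 (without NAME tS3 replicate B) with each tS3 library left out in turn. The list as a whole differed in the camera test with a preset correlation between genes of 0.01 (limma, adjusted p = 2.71e-29 over 6 lists) and in the fry test (limma, adjusted p = 0.00117), but not in camera with an estimated correlation after the same adjustment (p = 0.0151, adjusted p = 0.0874). The named stress response genes and a list of heat shock and protease genes likewise passed in the first test and in fry only. Single-gene tests with edgeR's quasi-likelihood model called 52 of the 76 over all genes and 62 adjusted over the list alone, which the study chose on these samples. Across all 3746 genes this comparison called 336, of which 197 were higher and 139 lower in NAME cultures. Leaving out NAME tS3 replicate C reduced the count to 77, and DESeq2 called 424, of which 333 were shared with edgeR.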

Most genes in this cluster showed a distinctly higher expression at t_S3_ under the NAMEs treatment than under the conditions with the AHL spikes (AHL and AHL/NAME). 

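In AHL cultures the median z-score of cluster 2 was -0.85 (samples -1.08 to -0.64, n = 3) at tS1, 0.49 (samples 0.29 to 0.88, n = 3) at tS2 and -0.37 (samples -0.75 to -0.18, n = 3) at tS3. AHL/NAME cultures had -0.91 (samples -1.14 and -0.57, n = 2), 0.53 (samples 0.21 to 0.84, n = 3) and -0.47 (samples -0.62 to -0.26, n = 3). NAME cultures had -0.23 (samples -0.52 to 0.03, n = 3), 0.53 (1 library) and 1.62 (samples 0.99 and 2.10, n = 2). Between tS2 and tS3, 71 of the 76 genes changed more towards higher expression in NAME cultures than in AHL-spiked cultures, with a median log2 difference of 0.86 in these changes. This difference in change rests on a single NAME library at tS2. It was called by edgeR's quasi-likelihood test for tpiA (PVU19_RS08915, adjusted p = 0.00794 after Benjamini-Hochberg adjustment), chosen after its values were seen, and for no other gene of the cluster over all genes, and for 25 genes adjusted over the list alone, which the study chose on these samples. At tS2, before the AHL spike, the median difference between NAME-spiked and unspiked cultures was -0.01.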

The reason for this strong variation between the conditions might be different for each gene in cluster 2 and could have been either an upregulation of a gene at t_S3_ by the NAME spiked at t_S1_, or a downregulation of a gene by the spiked AHL at t_S2_. Independent of the individual reason behind the temporal patterns, genes in cluster 2 were markedly differently affected by C16:1-NAME and C14:1-AHL.

**Fig. 6:**
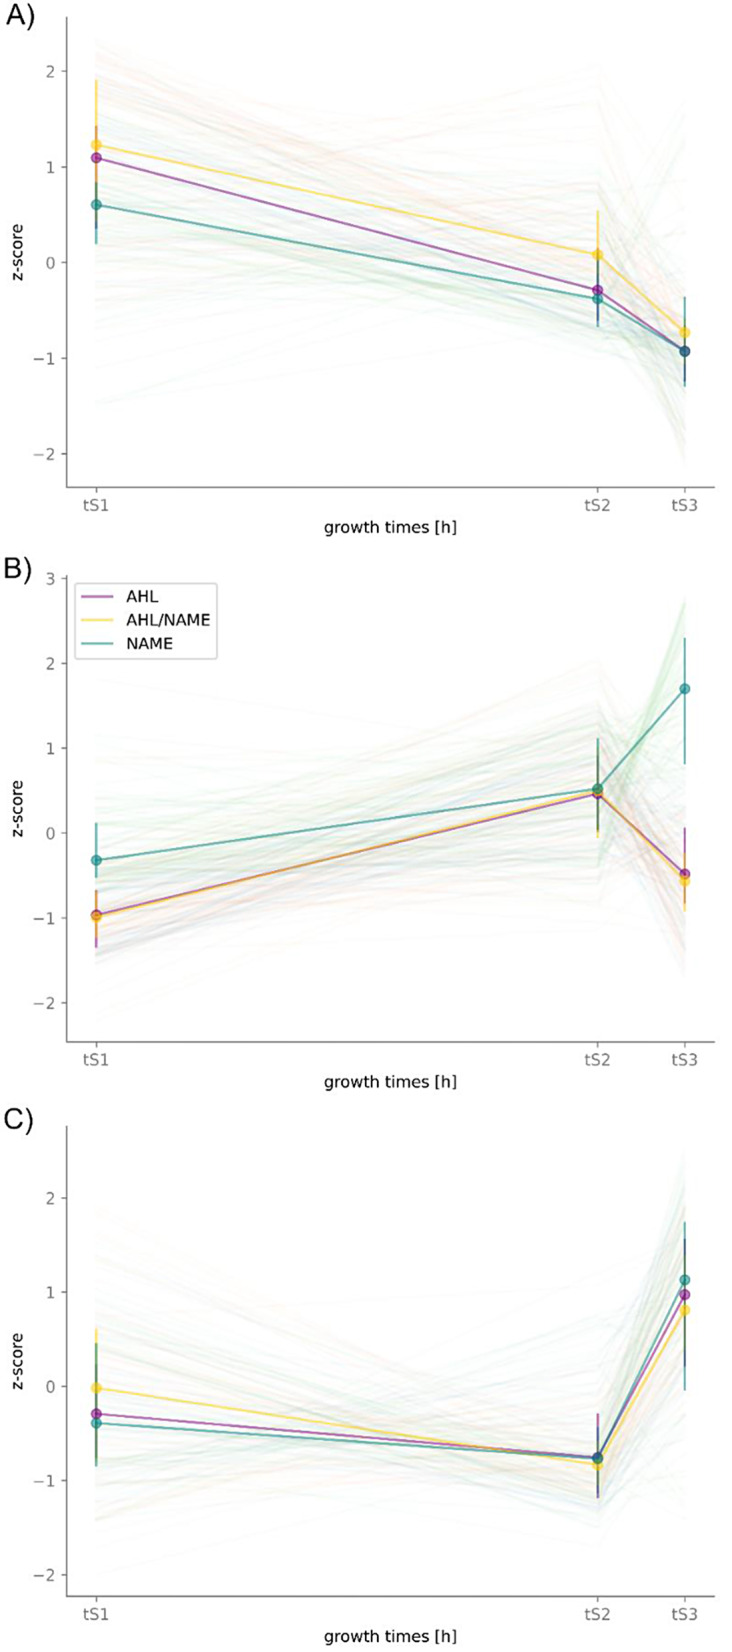
Temporal clusters of significantly differentially expressed genes determined in metabolite-spiked EL-164 cultures. Three different temporal patterns of significantly differentially expressed genes were observed (across the conditions AHL-spike, NAME-spike or AHL/NAME-spike). **A**) cluster 1, **B**) cluster 2 and **C**) cluster 3. Z-scores represent deviation from mean transcription. Thin lines represent individual genes and thick lines median values and interquartile ranges over all genes in a cluster. Color code: purple - C14:1-AHL-spiked cultures, green - C16:1-NAME-spiked cultures and yellow AHL- and NAME-spiked cultures

### Functional analysis of the 187 differentially expressed genes

We assigned GO process terms (referred to as “GO terms” or “GO processes” in the following) and Cluster of Orthologous Groups (COG) categories to the 187 DE genes using eggNOG mapper [33, 34]. In total, 28/64, 24/76 and 9/49 GO terms were assigned to clusters 1, 2 and 3, respectively. COG categories were assigned to 57/64, 56/76 and 41/49 genes in clusters 1, 2 and 3, respectively (Supplement F3).

Cluster 1 was the best characterized by GO terms and COG categories and comprises only one hypothetical protein. Hence, genes in cluster 1 were well represented and described in reference databases. The most strongly represented COG categories corresponded to information storage and processing (17.7%) and metabolism (48.4%) with the major categories J (“Translation, ribosomal structure and biogenesis”) and EH (“Amino acid transport and metabolism”, “Coenzyme transport and metabolism”), respectively (Supplement F3). This coincided with the assigned GO terms that matched with translation, gene expression and biosynthesis processes. 

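Of the named genes of cluster 1, those for ribosomal components are rpmG (PVU19_RS06060), rplI (PVU19_RS07965), PVU19_RS08950 and rpsD (PVU19_RS18125). The genes ubiG (PVU19_RS01000) and ubiE (PVU19_RS01250) belong to ubiquinone biosynthesis, PVU19_RS02070, PVU19_RS02405, PVU19_RS02835, crcB (PVU19_RS03345), PVU19_RS05975 and PVU19_RS06130 to transport, and rpoD (PVU19_RS11495) encodes the sigma factor 70. The DESeq2 likelihood ratio test across conditions gave adjusted p values from 0.00242 for ubiG to 0.0471 for rpoD and rpsD. Between treatments at tS3, edgeR's quasi-likelihood test called 4 of the 13 over all genes and 9 adjusted over the list alone, a list that the study chose on these samples. PVU19_RS02835 was lower in NAME cultures than in AHL-spiked cultures, with a log2 fold change of -1.61 (standard error 0.28, adjusted p = 0.000373). The genes rpoD (0.69, standard error 0.19, adjusted p = 0.0191), PVU19_RS02405 (0.90, standard error 0.20, adjusted p = 0.00369) and PVU19_RS05975 (0.84, standard error 0.24, adjusted p = 0.0292) were higher. Without NAME tS3 replicate C the log2 fold changes of these 3 genes were 0.57, 0.71 and 0.91 and none was called. With NAME tS3 replicate B left out, rpoD (0.81) and PVU19_RS05975 (0.76) were not called either, and PVU19_RS05975 also lost its call without AHL tS3 replicate D (0.84) or AHL/NAME tS3 replicate D (0.75). Among the genes not called, ubiE, PVU19_RS02070, crcB, PVU19_RS06130 and rplI were called under at least 1 alternative, in an unchanged direction.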

Genes in cluster 1 mostly corresponded to primary metabolism and encode components of ribosomal subunits (PVU19_RS06060, PVU19_RS07965, PVU19_RS08950, PVU19_RS18125), ubiquinone biosynthesis (PVU19_RS01000, PVU19_RS01250), diverse transporters (e.g., PVU19_RS02070, PVU19_RS02405, PVU19_RS02835, PVU19_RS03345, PVU19_RS05975, PVU19_RS06130) and the general regulator sigma factor 70 (PVU19_RS11495) (Supplement F3). 

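From tS1 to tS2, 10 of the 13 named genes of cluster 1 fell, with a median log2 change of -0.43, and edgeR's quasi-likelihood test called 9 of them lower and none higher over all genes (9 adjusted over the list alone). From tS2 to tS3 all 13 fell, with a median of -0.42, and 7 were called lower (12 adjusted over the list alone). Expression of rpsD (PVU19_RS18125) was 272 ± 18.8 CPM (SD, n = 3) in AHL, 329 ± 65.2 CPM (SD, n = 2) in AHL/NAME and 224 ± 17.6 CPM (SD, n = 3) in NAME cultures at tS1. At tS2 it was 89.0 ± 4.47 CPM (SD, n = 3), 132 ± 43.8 CPM (SD, n = 3) and 90.1 CPM (1 library), and at tS3 76.6 ± 13.8 CPM (SD, n = 3), 88.8 ± 3.44 CPM (SD, n = 3) and 80.6 ± 7.71 CPM (SD, n = 2). The gene for sigma factor 70, rpoD (PVU19_RS11495), changed little from tS1 to tS2, with a log2 change of 0.12, and by -0.30 from tS2 to tS3.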

As expected, these primary metabolic genes were upregulated in the exponential phase compared to the other growth phases, when cells proliferate rapidly (Fig. 6A).

Cluster 2 exhibited a lower amount of characterized GO terms and COG categories than cluster 1 and comprised 12 hypothetical genes (15.8%) (Supplement F3). The most abundant COG category was category S (“Function unknown”), indicating that a large number (22.4%) of the genes in cluster 2 was poorly characterized, despite their association to a COG category. This reflects an insufficient functional annotation and representation in available reference databases. Apart from the most abundant category of poorly characterized genes, the two next most abundant COG categories were associated with cellular processes and signaling (21.1%) and information storage and processing (15.8%). The most prominent categories were TUO (“Signal transduction mechanisms”, “Intracellular trafficking, secretion, and vesicular transport”, “Posttranslational modification, protein turnover, chaperones”) and L (“Replication, recombination and repair”), respectively (Supplement F3). GO terms throughout cluster 2 mostly matched with processes from cellular component assembly, protein metabolism, secretion and transport. 

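At tS3 hrcA (PVU19_RS00855) had 118 ± 17.6 CPM (SD, n = 6) in AHL-spiked cultures and 184 ± 21.6 CPM (SD, n = 2) in NAME cultures, a log2 fold change of 0.63 (standard error 0.17, adjusted p = 0.0184 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For rbfA (PVU19_RS19205) these values were 94.96 ± 18.2 CPM (SD, n = 6) and 188 ± 1.48 CPM (SD, n = 2), a log2 fold change of 0.97 (standard error 0.21, adjusted p = 0.00379). Neither was called without NAME tS3 replicate C, where the log2 fold changes were 0.50 and 0.98. The chaperone gene clpA (PVU19_RS17865) had 1524 ± 165 CPM (SD, n = 6) and 2350 ± 329 CPM (SD, n = 2), a log2 fold change of 0.63 (standard error 0.22) that edgeR did not call (adjusted p = 0.0756), whereas DESeq2 did (adjusted p = 0.0177), as did edgeR with DESeq2's size factors or with the tS3 libraries alone. The LysR regulator gene PVU19_RS09385 had 108 ± 22.7 CPM (SD, n = 6) and 143 ± 14.4 CPM (SD, n = 2), a log2 fold change of 0.39 (standard error 0.18, adjusted p = 0.206).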

Interestingly, cluster 2 comprised an array of genes involved in response to environmental stimuli: stress response protease HslVU (PVU19_RS00735, PVU19_RS00740), superoxide dismutase SodB (PVU19_RS08760), chaperone ClpA (PVU19_RS17865), heat-inducible repressor HrcA (PVU19_RS00855) and regulators LysR (PVU19_RS09385), YdiU (also known as SelO, PVU19_RS10705) and RbfA (PVU19_RS19205), potentially involved in stress response. Furthermore, genes involved in iron-sulfur cluster biosynthesis (PVU19_RS07615, PVU19_RS08920, PVU19_RS08925), taurine catabolism (PVU19_RS04020) and a type II secretion system (PVU19_RS00780, PVU19_RS02080, PVU19_RS05935, PVU19_RS05940) were found in cluster 2 (Supplement F3).

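All 8 of these genes were higher at tS3 in NAME cultures than in AHL-spiked cultures, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called each of them over all genes. The iron-sulfur cluster genes erpA (PVU19_RS07615), PVU19_RS08920 and PVU19_RS08925 had log2 fold changes of 0.77 (standard error 0.19, adjusted p = 0.0101), 1.57 (standard error 0.25, adjusted p = 0.000121) and 1.46 (standard error 0.22, adjusted p = 7.73e-05). In AHL-spiked cultures PVU19_RS08925 had 74.3 ± 12.9 CPM (SD, n = 6), and in NAME cultures it had 208 ± 30.3 CPM (SD, n = 2). The taurine catabolism gene PVU19_RS04020 had 117 ± 15.6 CPM (SD, n = 6) and 234 ± 62.2 CPM (SD, n = 2), a log2 fold change of 0.98 (standard error 0.23, adjusted p = 0.00594). Among the secretion genes, the log2 fold change was 0.65 for secB (PVU19_RS00780, adjusted p = 0.0323), 0.81 for secA (PVU19_RS02080, adjusted p = 0.00318), 0.90 for gspD (PVU19_RS05935, adjusted p = 0.00257) and 1.11 for PVU19_RS05940 (adjusted p = 0.000537). Leaving out NAME tS3 replicate C removed the calls of erpA (0.80), PVU19_RS04020 (0.69), secB (0.47), secA (0.65), gspD (0.87) and PVU19_RS05940 (0.90), with the log2 fold change then given in parentheses. The call of erpA was also lost without NAME tS3 replicate B (0.73), and that of secB without NAME tS3 replicate B (0.81), AHL tS3 replicate D (0.60), AHL/NAME tS3 replicate B (0.60) or AHL/NAME tS3 replicate D (0.65).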

Cluster 3 had the least GO terms assigned. COG categories were mostly associated with metabolism (44.9%) and predominantly represented by category E (“Amino acid transport and metabolism”) (Supplement F3). COG categories assigned to cluster 3 genes showed a similar distribution compared to the distribution over the complete genome of EL-164 (Supplement F3). However, among metabolism-associated COG categories, category E were relatively prominent in cluster 3 as compared to the complete genome (Supplement F3 and Supplement F2, Figure S4), while category Q (“Secondary metabolites biosynthesis, transport and catabolism”) was not assigned to any gene within cluster 3. In coincidence with the assigned COG categories, GO processes were almost exclusively associated with protein metabolism and biosynthesis. In addition, several stress response genes were identified within cluster 3 encoding for the oxidative damage protectant rubrerythrin (PVU19_RS02855) and the regulators Crp/Fnr (PVU19_RS06840), MerR (PVU19_RS17190) and LysR (PVU19_RS18985).

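All 4 of these genes were called higher at tS3 than at tS2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes and adjusted over the list alone, with a median log2 change of 1.52. The largest rise, 4.56, was that of the MerR regulator gene PVU19_RS17190 (3461878 to 3462279). It had 7.50 ± 1.76 CPM (SD, n = 3) in AHL and 13.7 ± 2.56 CPM (SD, n = 3) in AHL/NAME cultures at tS2, and 305 ± 42.1 CPM (SD, n = 3) and 299 ± 42.7 CPM (SD, n = 3) at tS3. NAME cultures had 6.45 CPM (1 library) at tS2 and 55.0 ± 9.75 CPM (SD, n = 2) at tS3. At tS3 the log2 fold change of NAME against AHL-spiked cultures was -2.45 for this gene (standard error 0.32, adjusted p = 8.78e-06). It was 0.68 for mbfA (PVU19_RS02855, adjusted p = 0.103), -0.46 for the Crp/Fnr regulator gene PVU19_RS06840 (adjusted p = 0.398) and -0.19 for the LysR regulator gene PVU19_RS18985 (adjusted p = 0.767), none of which was called in that comparison. With the tS3 libraries alone mbfA was called, at a log2 fold change of 0.73.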

## Discussion

The ecological role of most secondary metabolites is hitherto unknown. To better understand their purpose and infer their ecological roles, it is crucial to identify biologically relevant concentrations and potential growth phase-dependent production patterns. In this study, we focused on the known signaling molecule C14:1-AHL and its structural analogue, the potentially antagonistic compound C16:1-NAME in *R. tolerans* EL-164. To further differentiate the ecological roles of these structurally similar compounds, we compared their production patterns over different growth phases and studied the impact of both metabolites on temporal gene expression.

### Secondary metabolites C16:1-, C17:1-NAMEs and C14:1-AHL exhibit distinct production patterns

*R. tolerans* EL-164 exhibited peak AHL production during exponential growth, followed by subsequently decreasing concentrations towards the stationary phase. This pattern is typical for signaling compounds and was observed in other bacteria, including other *Roseobacteraceae* [36–38]. Compared to AHL concentrations determined in samples from *Pseudomonas* spp. (124 nM [37], max. 1.5 mM, *Gammaproteobacteria* [39]), *Serratia liquefaciens* (< 0.1–10 µM, *Gammaproteobacteria* [40]), *Burkholderia cepacia* (max. 1.7 µM, *Betaproteobacteria* [41]) and *Shewanella baltica* (10–80 µM, *Gammaproteobacteria* [38]) we consider AHL-production by EL-164 (*Alphaproteobacteria*) as relatively high (56.6-189.7 µM). Our findings corroborate previous studies that have not quantified AHLs in roseobacters but have demonstrated an effect of AHLs on biofilm formation, motility and gene expression at concentrations between 12 nM − 5 µM [14, 42–45].

In contrast to AHLs, NAMEs were produced by EL-164 throughout the incubation time of 105 h, including later growth stages (concentration range 2.0-16.9 µM). Based on the markedly differing temporal production patterns and concentrations (Fig. 4B-C), we assume that the metabolites serve distinct purposes. As opposed to signaling compounds, many antibiotics are produced throughout the entire growth phase, often reported to accumulate or increase in production in the late exponential to stationary growth phases [46]. Examples include the roseobacterial compound tropodithietic acid (TDA) [11] and bacteriocins [47]. The results also coincide with previous studies reporting weak antialgal and antibacterial activity of nanomolar C16:1-NAME concentrations [7, 20, 21]. However, the observed antibacterial activity range was very narrow: Growth inhibition was reported exclusively against *Maribacter* sp. 62 − 1 (*Flavobacteriia*) and the diatom *Skeletonema costatum* CCMP 1332 (*Coscinodiscophyceae*) [7, 22]. Both organisms are potential interaction partners in the natural habitat of *R. tolerans* EL-164. *Maribacter* spp. have been found in arctic marine environments [48] and several members of the class *Flavobacteriia* were co-isolated with EL-164 from Ekho Lake [49]. Due to its very limited target range, it remained questionable whether the antibiotic activity can be considered the primary function of C16:1-NAME. In the present study, we measured C16:1-NAME concentrations in EL-164 batch cultures that were one order of magnitude higher than the minimal inhibitory concentrations (MIC) defined earlier [7, 22]. Consequently, we assume that the antibiotic potential of C16:1-NAME might have been underestimated and re-testing at micromolar concentrations could also expand the known target range. Hence, our quantification method enables the validation of a potential antagonistic role of NAMEs via identification of biologically relevant concentrations and observation of production characteristics in a defined system. Such dose-dependent testing is of great importance, considering that known signaling compounds like AHLs can exhibit antibiotic activities at sufficiently high concentrations or, vice versa, antibiotics such as TDA can have signaling function at sub-inhibitory concentrations [12].

Our findings indicate a high potential for the discovery of new NAME-mediated biological and ecological roles, as we have observed distinct differences in C16:1- and C17:1-NAME production patterns and concentrations. Considering the structural diversity of N-acyl amino acid methyl esters produced by EL-164, including variations in chain length, amino acids, side chains and saturation, a comparison of the different derivatives regarding production characteristics and function is necessary. Previous studies have reported antimicrobial properties of NAME derivatives [7, 21], while other, structurally similar *N*-acylated amino acids exhibited a range of activities including surfactant [50], hemolytic [51] and potential transcriptional influence [52]. To further characterize potential roles of NAMEs and their derivatives, it would be interesting to determine intra- and extracellular NAME concentrations. Until now, all experiments were conducted with whole cell extracts. However, both fractions should be tested separately to determine how NAMEs interact with the extracellular environment. Ideally, such experiments would also consider the solubility of NAME in aqueous medium to identify potential distribution via diffusion (long- vs. short-distance effects). All experiments in this study were carried out in complex medium. However, nutrient availability has a strong impact on metabolite production characteristics [53, 54]. For instance, the maximum AHL concentration determined for *B. cepacia* was 40 times higher in complex than in minimal medium [41]. For further characterization, it would be important to determine NAME concentrations in cultures grown in defined media containing different carbon or nitrogen sources or with limited access to essential nutrients and cofactors like iron and sulfur.

### AHL- and NAME-spiked cultures exhibit different expression levels of stress response genes

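Growth time accounted for 50.8% of the total sum of squares of log2 CPM between the 23 samples (permutation test with time points permuted within flasks, 1-sided p = 2e-05). Within time points, 31.0% of the sum of squares lay between the 3 conditions, named by all spikes of the experiment. At tS1 and tS2 no culture had yet received AHL, and NAME and AHL/NAME cultures had been treated alike. At those time points this share therefore does not measure an effect of the treatment received by then. The 280 splits of the 9 flasks into 3 conditions gave a median of 28.0%, and the real split was not exceptional among them (exact permutation test, 1-sided p = 0.293). Taken alone, the share between conditions was 31.9% at tS1 (exact permutation test, p = 0.25), 38.5% at tS2 (exact permutation test, p = 0.2) and 29.4% at tS3 (exact permutation test, p = 0.282). Without AHL tS3 replicate C, a setting chosen after seeing the data, the share of growth time was 62.0% and that of condition 37.2% (exact permutation test, p = 0.0286), so that this library decides on which side of the threshold the condition falls. Between tS1 and tS2 edgeR's quasi-likelihood test called 2221 of 3746 genes, 1109 higher and 1112 lower at tS2, and between tS2 and tS3 it called 1982 genes, 972 higher and 1010 lower at tS3.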

Comparison of gene expression in NAME-, AHL- and AHL/NAME-spiked cultures revealed that under the tested conditions incubation time was an overall stronger impact factor than addition of either metabolite (Fig. 5). Major changes in the transcriptomes over time are therefore likely attributed to general changes in aging of the batch cultures including accumulation of harmful metabolic side and end-products or depletion of essential nutrients and substrates [55]. Only a small number of genes exhibited significantly differential expression between the conditions, when controlling for the effect of the growth time. 

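Of the 336 genes that edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called at tS3 between NAME and AHL-spiked cultures, 83 were among the 187 genes of the study and 253 were not. The test called 77 genes without NAME tS3 replicate C. The largest falls among the genes that separated both NAME samples from all AHL-spiked samples were outside the 187. PVU19_RS16410 (3312508 to 3313092) had 298 ± 67.8 CPM (SD, n = 6) in AHL-spiked and 30.2 ± 7.44 CPM (SD, n = 2) in NAME cultures, a log2 fold change of -3.28 (standard error 0.26, adjusted p = 3.49e-09). Its neighbour PVU19_RS16415 (3313203 to 3315086) had 1593 ± 268 CPM (SD, n = 6) and 193 ± 29.7 CPM (SD, n = 2), a log2 fold change of -3.04 (standard error 0.21, adjusted p = 5.85e-10). For PVU19_RS05695, PVU19_RS02610 and PVU19_RS05745 the log2 fold changes were -2.97, -2.72 and -2.54. The largest rises were PVU19_RS10820 (2191892 to 2192323), with 2.04 ± 1.04 CPM (SD, n = 6) and 15.5 ± 11.2 CPM (SD, n = 2) and a log2 fold change of 3.07 (standard error 0.41, adjusted p = 9.24e-06), PVU19_RS12580 (1.77), hemP (PVU19_RS12585, 1.67), PVU19_RS08060 (1.65) and PVU19_RS08920. The rise of PVU19_RS10820 was 2.00 without NAME tS3 replicate B and 3.61 without NAME tS3 replicate C, and PVU19_RS08060 was not called without NAME tS3 replicate B, where its log2 fold change was 1.23. No product is given in the files for the genes outside the 187.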

Our results indicate that natural response mechanisms to these changing conditions over time are likely suppressed by regulation through C14:1-AHL. 

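The 8 genes of cluster 2 that the study names for stress response are hslV, hslU, hrcA, clpA, rbfA, the superoxide dismutase gene PVU19_RS08760, the selO gene PVU19_RS10705 and the LysR regulator gene PVU19_RS09385. At tS3, 4 h after the AHL spike, all 8 were higher in NAME cultures than in the mean of AHL and AHL/NAME cultures, with log2 fold changes from 0.39 to 1.05. As a list they differed by limma's fry test (adjusted p = 0.00117 over 6 lists), but not by camera with an estimated correlation between genes (p = 0.0291, adjusted p = 0.0874). Single-gene tests with edgeR's quasi-likelihood model called 6 over all genes and all 8 adjusted over the list alone, which is not independent evidence since the study chose the genes on these samples. In the change from tS2 to tS3, all 8 moved towards higher expression in NAME relative to AHL-spiked cultures, with a median log2 difference of 0.88. This test rests on 1 NAME library at tS2. None of these changes was called over all genes by edgeR, and 6 were called adjusted over the list alone. In the change from tS1 to tS3, which does not use that library, all 8 again moved that way, but the median was 0.28, the list did not pass limma's fry test (adjusted p = 0.273 over 4 lists) and edgeR called none of the 8. With 1 library left out, alternatives chosen after seeing the data, this median ranged from 0.16 to 0.39. The list passed fry without AHL/NAME tS1 replicate B (0.35), judged there without adjustment over the lists and with 1 AHL/NAME library left at tS1. At tS1, 7 of the 8 were higher in NAME than in AHL/NAME cultures. The median log2 fold change of the 8 was 0.48 (limma's fry adjusted p = 0.022 over 4 lists). Camera with an estimated correlation also passed there (adjusted p = 0.0499 over 4 lists). Without AHL/NAME tS1 replicate B that median was 0.24 and fry no longer called the list, and without AHL/NAME tS1 replicate D it was 0.89. At tS2, just before the AHL spike, this difference was not seen: all 8 were lower in the single NAME library than in the mean of the 3 AHL/NAME cultures, with a median of -0.14 (limma's fry adjusted p = 0.755 over 4 lists).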

Two hours after the addition of external C14:1-AHL, several stress response genes in temporal expression cluster 2 were downregulated in AHL- or AHL/NAME-spiked cultures relative to the NAME-cultures. For instance, the oxidative stress response genes *hslVU* (PVU19_RS00735, PVU19_RS00740), *selO* (PVU19_RS10705) and superoxide dismutase (PVU19_RS08760) were downregulated in AHL- or AHL/NAME-cultures in the stationary phase (see Supplement F3). 

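At tS3 hslV (PVU19_RS00735, 169433 to 169987) had 92.6 ± 9.19 CPM (SD, n = 6) in AHL-spiked cultures and 163.96 ± 12.5 CPM (SD, n = 2) in NAME cultures, a log2 fold change of 0.81 (standard error 0.22, adjusted p = 0.0184 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The downstream gene hslU (PVU19_RS00740, 169984 to 171291) had 152 ± 25.4 CPM (SD, n = 6) and 261 ± 27.3 CPM (SD, n = 2), a log2 fold change of 0.80 (standard error 0.24, adjusted p = 0.0368). Both genes overlap at their ends, where a read that covers both can be left out as ambiguous. The selO gene PVU19_RS10705 (2167739 to 2169160) had 317 ± 51.9 CPM (SD, n = 6) and 654 ± 77.2 CPM (SD, n = 2), a log2 fold change of 1.05 (standard error 0.25, adjusted p = 0.00746). For the superoxide dismutase gene PVU19_RS08760 (1769562 to 1770161) these values were 213 ± 30.0 CPM (SD, n = 6) and 371 ± 61.1 CPM (SD, n = 2), a log2 fold change of 0.80 (standard error 0.18, adjusted p = 0.00591). When NAME tS3 replicate C was left out, none of the 4 genes was called, at log2 fold changes of 0.73 for hslV, 0.69 for hslU, 0.92 for PVU19_RS10705 and 0.62 for PVU19_RS08760. With NAME tS3 replicate B left out, the same held for hslV (0.88) and hslU (0.91). The call of hslU was also lost without AHL tS3 replicate B (0.76) or D (0.77) and without AHL/NAME tS3 replicate B (0.75) or D (0.82).

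**Figure D2:**
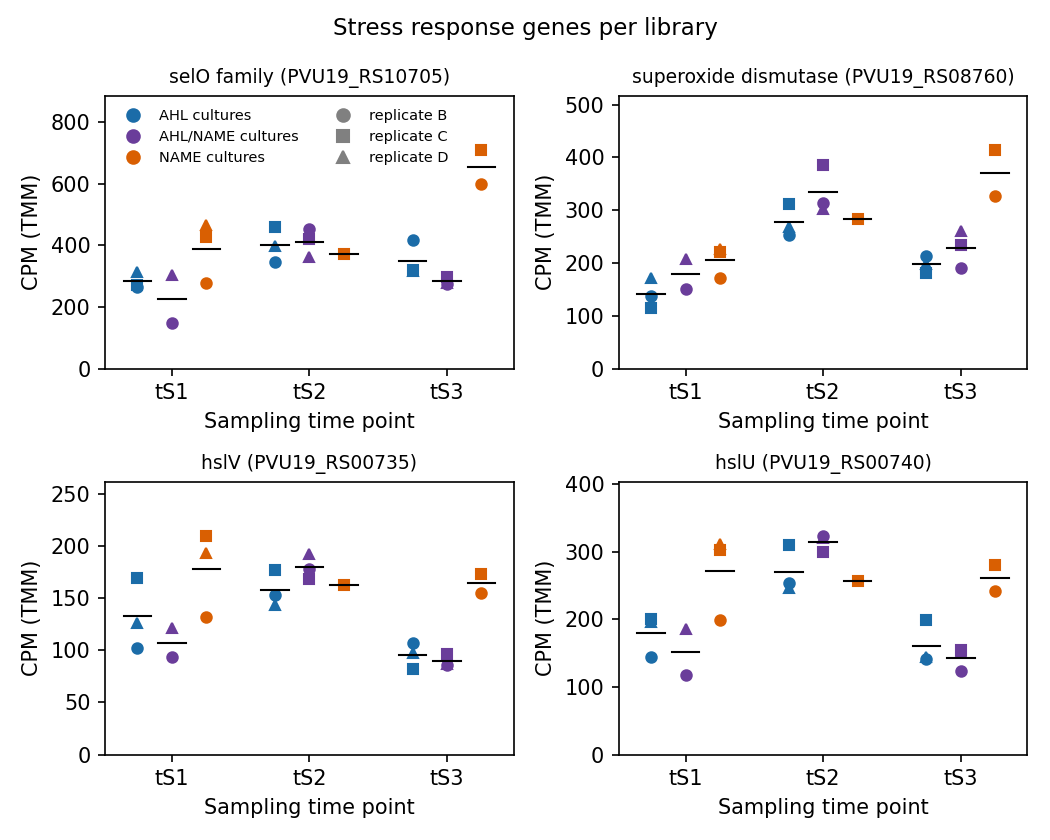
Expression of hslV, hslU, PVU19_RS10705 and PVU19_RS08760 in CPM by sampling time point, with colours for the conditions and symbol shapes for the replicates. Symbols are single libraries and horizontal lines are group means; at tS3 the means of hslU, PVU19_RS10705 and PVU19_RS08760 in NAME cultures are 261, 654 and 371 CPM.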

The stress response protease HslVU has previously been described to interfere with Fts cell division proteins and cell division inhibitor SulA to slow down cell division in the presence of large amounts of misfolded or unfolded proteins [56]. Thereby, damage repair is prioritized over cell division, e.g., under oxidative stress [57]. This is especially important at later growth stages when reactive oxygen species accumulate naturally as by-products of respiratory processes. We assume that the upregulation of stress response genes in NAME-cultures (relative to AHL- or AHL/NAME-cultures) reflects the natural transcriptional response towards the onset of the stationary phase and that C16:1-NAME has no impact on the expression of these stress response genes. This is supported by our observation that AHL/NAME-cultures exhibit the same transcriptional pattern as AHL-cultures, instead of an AHL/NAME -hybrid or intermediate pattern.

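Between AHL/NAME and AHL cultures at tS3, edgeR's quasi-likelihood test called 0 of 3746 genes. At an unadjusted p under 0.05 there were 142 genes, fewer than the 187.3 that chance gives, and DESeq2 also called 0 genes. Leaving out AHL/NAME tS3 replicate B gave 1 gene. The median log2 fold change of the 8 named stress response genes was -0.08, with 3 genes higher and 5 lower in AHL/NAME cultures. Over the 76 genes of cluster 2 it was -0.10 (adjusted p = 0.881 from limma's fry test over the 3 clusters). On simulated counts with the same design the test recovered 98% of 100 genes changed 4-fold and 71% of 100 genes changed 2-fold. All of these genes had a mean of at least 100 counts, and smaller changes were not simulated. The paper assumes that the higher expression of the stress response genes in NAME cultures is the natural response to the onset of the stationary phase and that C16:1-NAME does not affect these genes, and it cites the shared pattern of AHL and AHL/NAME cultures, in place of an intermediate one, in favour of this. It also proposes that regulation through C14:1-AHL suppresses natural responses to the changing conditions in the cultures.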

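At tS1, sampled after the NAME spike, edgeR's quasi-likelihood test called 0 of 3746 genes between the 5 NAME-spiked cultures (NAME and AHL/NAME) and the 3 unspiked AHL cultures, with a smallest adjusted p of 0.0977 after Benjamini-Hochberg adjustment. An unadjusted p under 0.05 was reached by 501 genes, and DESeq2 called 26 genes, 5 higher and 21 lower in NAME-spiked cultures. Without AHL tS1 replicate D edgeR called 152 genes, without AHL tS1 replicate B 30, without AHL/NAME tS1 replicate D 23 and without AHL/NAME tS1 replicate B 5. The median log2 fold change of the 76 genes of cluster 2 was 0.32, with 68 genes higher in NAME-spiked cultures (adjusted p = 0.18 from limma's fry test over the 3 clusters). At tS2 edgeR again called 0 genes between NAME-spiked and unspiked cultures, 182 had an unadjusted p under 0.05, and DESeq2 called 0. All 8 named stress response genes were higher in NAME-spiked than in unspiked cultures at tS1 (median log2 fold change 0.26). At tS2, 7 were higher and 1 lower (median 0.15). Adjusted over the list alone, which the study chose on these samples, edgeR called 0 of the 8 at tS1 and 1 at tS2.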

After addition of C16:1-NAME in the early exponential phase, the gene expression patterns between NAME-spiked and unspiked cultures were largely similar. We assume that there are several possible explanations for this absence of distinct NAME-specific patterns: Firstly, a generally high biological background variation (sample-to-sample variation) observed in our data may have masked any minor influences of C16:1-NAME on gene expression. 

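NAME and AHL/NAME cultures had received the same spike at tS1, so their difference at that time point measures variation between cultures treated alike. Between these 3 and 2 cultures edgeR's quasi-likelihood test called 11 genes, all lower in NAME cultures, among them ubiG (PVU19_RS01000, log2 fold change -1.29, adjusted p = 0.0142 after Benjamini-Hochberg adjustment) and PVU19_RS03275 (log2 fold change -2.52, adjusted p = 0.0319). The latter had 12.9 to 15.1 CPM in the 3 NAME cultures, but 19.5 CPM in AHL/NAME tS1 replicate B and 149 CPM in replicate D, so that replicate D carries most of its difference. DESeq2 called 22. The edgeR count was 0 without AHL/NAME tS1 replicate D, NAME tS1 replicate B or NAME tS1 replicate C, 1 without NAME tS1 replicate D and 16 without AHL/NAME tS1 replicate B. For cluster 2 the median log2 fold change of NAME against AHL/NAME cultures at tS1 was 0.45, with 74 of 76 genes higher in NAME cultures (adjusted p = 0.022 from limma's fry test over the 4 lists tested). Without AHL/NAME tS1 replicate B the median was 0.24 and fry no longer called the list, and without AHL/NAME tS1 replicate D it was 0.73. None of these 76 genes was called singly over all genes, and 8 were adjusted over the list alone. Of the 4 lists, the named stress response genes and cluster 1 also passed fry. These lists and cluster 2 passed limma's camera with an estimated correlation as well (adjusted p = 0.0499 for each). In cluster 1, 47 of 62 genes were lower in NAME cultures, with a median of -0.39 (adjusted p = 0.039 from limma's fry test). Fry no longer called cluster 1 without AHL/NAME tS1 replicate B (-0.20) or NAME tS1 replicates B (-0.46), C (-0.37) or D (-0.32), nor with the replicate letter as a block (-0.38), all chosen after seeing the data. The cluster 3 median was 0.01. Since the study chose these lists on samples that include those of tS1, their fry and camera calls do not measure how far cultures treated alike vary in general.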

Secondly, as C16:1-NAME is continuously produced by EL-164, genes transcriptionally affected by C16:1-NAME might already be expressed or suppressed by the constant presence of NAME in the culture and therefore not exhibit a visible response to the NAME spike in the transcriptomes. Finally, it has not been determined yet, if NAMEs are actively exported from the cell or, vice versa, can be taken up from the environment. Thus, the impact of external C16:1-NAME on EL-164 gene expression might be limited. In contrast to the signaling molecule AHL, external NAMEs might not enter EL-164 cells. While AHLs are transported in and out of the cell across the membrane [19] it is unknown whether NAMEs are actively secreted or could be actively taken up. Depending on the mechanism of NAME-uptake, intracellular concentrations might have been very low in our experimental setup, despite the high C16:1-NAME spike added to the EL-164 cultures. As stated above, comparisons between intracellular and extracellular NAME concentrations would provide further insights into such processes.

Several significantly differentially expressed genes in clusters 2 and 3 were only partially characterized as via COG categories, manual comparison with RefSeq database entries and GO terms. Multiple genes remained uncharacterized or were only basically classified as “biosynthetic”. Hence, we hypothesize that *R. tolerans* EL-164 may produce one or more so far undescribed metabolites. The different transcription patterns in NAME-spiked and AHL- or AHL/NAME-spiked cultures indicate that these genes are potentially regulated via AHL-mediated *quorum sensing*.

While we can conduct a relative comparison between NAME-, AHL/NAME- and AHL-spiked cultures, it must be noted that further experiments are needed to enable an absolute evaluation of either metabolite spike on EL-164 gene expression. Future experiments should include a solvent-treated and an untreated control group in addition to the metabolite treated cultures, to establish a transcriptomic “baseline”, as well as the systematic analysis of the metabolites at all compared time points.

## Conclusions

*R. tolerans* EL-164 exhibited distinct production patterns for NAMEs and AHLs, indicating different biological relevance of the two compounds. Both the observed production pattern and the calculated concentrations of C16:1-NAME in EL-164 cultures, which are higher than the MIC reported in previous studies, hint to antimicrobial activity as an ecological role. Moreover, C16:1- and C17:1-NAME were produced in markedly different quantities and possibly at different time points during growth. Considering the diversity of structural analogues of the NAMEs produced by EL-164, we assume that this strain has a high potential for so far undescribed bioactivities. The described NAME quantification method enables further dose-dependent screenings, thereby providing a basis for future studies to work with biologically relevant NAME concentrations.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1: Word document describing pre-experiments, NAME extraction procedures (Table T1) and cultivation of EL-164 for metabolite extraction and spike-in incubations.

Supplementary Material 2: Word document containing additional figures and tables with results from the quantification experiment (Figures F1-4 and Tables T1-2).

Supplementary Material 3: Excel file containing a table of all 187 significantly differentially expressed genes displayed in Figure 6 and the individual expression plots for each DE gene.

## Data Availability

The complete genome of *Roseovarius tolerans* EL-164 was deposited at GenBank (GCA_028885395.1). The dataset supporting the conclusions of this article is available in the Gene Expression Omnibus (GEO) repository, (entry GSE270994, comprising GSM8366822-GSM8366844, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE270994).

# Supplementary material for: Chemical quantification of N-acyl alanine methyl ester (NAME) production and impact on temporal gene expression patterns in Roseovarius tolerans EL-164
**Source:** BMC Microbiol. 2024 Nov 21;24:489. doi: 10.1186/s12866-024-03624-7
**Supplement:** Supplementary file 1 — Supplementary Material 1: Word document describing pre-experiments, NAME extraction procedures (Table T1) and cultivation of EL-164 for metabolite extraction and spike-in incubations.

**Supplement F1 – Pre-experiments and experimental setups**

# Extraction of secondary metabolites from EL-164 cultures

In the following, the pre-experiments conducted to develop a suitable extraction method for NAMEs are described. It was tested whether an adsorbent should be used and when it should be added to the bacterial culture, as well as the optimum time point to add the internal standard (IS) **4** to the samples obtained from EL-164 cultures.

## Description of extraction procedures and conditions tested for addition of IS

### Solid phase extraction

The adsorbent Amberlite XAD-16 (Alfa Aesar, Kandel, Germany) was purified prior to its application. Therefore, the adsorbent was slurried three times in methanol, stirred vigorously for 30 min and decanted. Residual methanol was evaporated and the adsorbent was purified by Soxhlet extraction with acetonitrile and diethyl ether for four and two hours respectively, and finally dried under high vacuum. Two different NAME extraction procedures were compared: (A) addition of adsorbent before inoculation (incubation with the adsorbent throughout the total cultivation period) and (B) addition of adsorbent immediately before extraction (incubation for a designated time span in a sub-sample).

For (A), purified and autoclaved XAD-16 was added to bacterial cultures before inoculation (2 g adsorbent per 100 mL culture). Then, EL-164 was routinely cultivated. For sampling, complete cultures were harvested by filtering through a clean metal sieve retaining the adsorbent. The collected XAD-16 was extracted three times with a mixture of DCM and water (1:2). The DCM-water extraction mixture was collected in a separatory funnel. Before discarding the adsorbent, XAD-16 was washed again three times with pure DCM and the solvent was added to the separatory funnel. The organic phase was collected from the funnel and the aqueous phase was washed again with DCM to increase the extraction yield. The organic phases were pooled and dried with MgSO_4_ and filtered (Rotilabo, type 600P, Carl Roth, Karlsruhe, Germany). The filter cake was washed three times with excess DCM to increase the extraction yield. For the same purpose, throughout the extraction procedure, all glassware and devices were rinsed thoroughly with DCM, which was collected and pooled with the rest of the sample. The organic extract was concentrated in a rotary evaporator (Multivapor P-6, Büchi, Flawil, Switzerland) and stored at -20 °C until chemical analysis.

For (B), the bacterial culture was incubated under routine conditions without adsorbent. One hour before the desired extraction time point, XAD-16 (2 g resin per 100 mL culture) was added to the bacterial culture aseptically. Subsequent extraction was performed as described.

### Liquid-liquid extraction

For solvent extraction, the bacterial culture was grown under routine conditions. A sample was aseptically removed from the culture and immediately centrifuged (7,500 rpm, 4 °C, 30 min). Subsequently, the supernatant (SN) was sterile filtered (ø 2 µm, PES, Fisher Scientific, Waltham, MA, USA) and extracted with DCM by mixing in a separatory funnel (DCM:SN=1:3). The aqueous and the organic phase were collected separately. The aqueous phase was reextracted twice with DCM. After the third extraction step the aqueous phase was discarded and the collected organic extract was dried with anhydrous MgSO_4_ and filtered through a paper filter (Rotilabo, type 600P). The organic extract was concentrated in a rotary evaporator (Multivapor P-6, Büchi, Flawil, Switzerland) and stored at -20 °C until chemical analysis.

### Addition of the internal standard before and after incubation

The deuterated IS was added either (a) before the extraction procedure or (b) afterwards. For (a), the standard was added to the culture 1 hour prior to the designated extraction time point. Incubation was continued under standard conditions. Then, cultures were extracted as described via solid- or liquid-phase extraction. For (b), the IS was added just after the last extraction step and the sample was stored (dark, 4 °C) until NAME quantification via GC-MS.

## Comparison of results obtained using different NAME extraction procedures

NAME concentrations determined in EL-164 extracts prepared using XAD-16 were approximately four times higher than those obtained for extracts prepared without XAD-16 (**Table S1**). While high extraction quantities are often desirable, several aspects observed during the pre-experiments led to a preference of the adsorbent-free procedure over an XAD-based extraction in the main experiment: Firstly, sterile removal of a defined amount of XAD from a larger culture at several consecutive time points was not operable. Secondly, bacterial cells adhering to XAD-16 globules were lysed by the solvent, thus disabling discrimination between intra- and extracellular NAMEs. Thirdly, binding of extracellular NAME by XAD may have resulted in a positive feedback and potentially induced NAME overproduction in EL-164 to maintain extracellular metabolite concentrations.

Culture extracts supplemented with the IS immediately prior to extraction yielded approximately three times higher NAME concentrations than those receiving the IS after extraction (**Table S1**). Further, addition of the IS prior to the extraction procedure would reveal potential metabolite losses e.g., via adsorption to glassware which are detected in this way and can be corrected mathematically.

Table S1: NAME concentrations determined in *R.* *tolerans* EL-164 culture extracts prepared using different procedures. Values are means of NAME concentrations determined in extracts from three biological replicates. XAD - Amberlite XAD-16

| **Treatment** | **C16:1-NAME [µg L^-1^]** | **C17:1-NAME [µg L^-1^]** |
| --- | --- | --- |
| without XAD* | 158 | 37 |
| with XAD* | 701 | 87 |
|  |  |  |
| without XAD, standard after extraction | 633 | 153 |
| without XAD, before after extraction | 2005 | 223 |
| *internal standard for quantification added after extraction | | |

# Experimental setup 1: Cultivation of EL-164 for quantification of C16:1- and C17:1-NAME

Precultures of EL-164 were set up in 150 mL MB in baffled flasks and were incubated under standard conditions for 24 h. The main cultures were set up in 1,000 mL MB in baffled flasks with a starting OD_600nm_ of 0.03 and were incubated as before. Growth was monitored via OD_600nm_. The experiment was conducted in biological triplicates. Sampling time points were predefined as follows: immediately after inoculation (t_Q0_) and throughout the entire growth phase to cover the exponential (t_Q1,Q2_), deceleration (t_Q3_) and stationary (t_Q4,Q5_) phases of EL-164. For secondary metabolite extraction (by liquid-liquid extraction as described above), 150 mL samples were removed aseptically from each replicate and immediately processed. Simultaneously, 1 mL culture liquid was collected from each flask, fixed with 27 µL formaldehyde (38 %) and stored at -20 °C for later determination of bacterial cell numbers (described below). To enable downstream quantification of NAMEs in the organic extract, an IS was added (**4**, final concentration: 210 µg L^-1^) to each sample immediately after sampling and prior to centrifugation. To rule out contamination during repeated sampling for OD_600nm_ measurements and NAME extraction, cultures were checked for purity by frequent microscopic observations and repeated plating of randomized samples. Growth rates (µ, formula 1) were determined between OD_600nm_ measurements and used for differentiation between growth phases.

1. $\mu=\frac{ln(\frac{{OD}_{t(x+1)}}{{OD}_{tx}})}{t_{(x+1)}-t_{x}}$

## Cell counts

Samples taken for cell counts were thawed and vacuum-filtered on black mixed cellulose ester membrane filters (0.2 µm pore size; Merck Millipore, Burlington, MA, USA) and stained with SYBR green. Bacterial cells were counted using an Axioskop 2 microscope (Carl Zeiss, Jena, Germany).

## Statistical evaluation

Statistical analyses were performed using R (version 3.6.2) (R Core Team 2020) and RStudio (version 1.0.44). The data were tested for normality using the Shapiro–Wilk’s W-test and for homogeneous variances using Levene’s test. Welch's t-tests were used for pairwise comparisons between two successive time points and were performed to identify significant differences (p=0.05) between mean values obtained for cell numbers, AHL and NAME concentrations.

# Experimental setup 2: Cultivation of EL-164 for spike-in experiment, RNA extraction, sequencing and data analysis

The timing and concentration of the metabolite spikes was chosen based on the results obtained during the quantification experiment. All cultures were sampled for RNA extraction and sequencing in the mid exponential phase, after the addition of NAMEs to the designated cultures (t_S1_), as well as immediately prior to and after the AHL spike-in (t_S2_ and t_S3_ respectively).

## Cultivation, sampling and RNA extraction procedures

EL-164 was grown in 150 ml MB under standard conditions. The experiment was set up with an OD_600nm_ = 0.01 with three biological replicates (designated B-D) and four different test conditions: NAME-cultures were spiked with synthetic C16:1-NAME (0.8 mg/flask = 5.33 mg/L = 15.72 µM) during early exponential phase, when C16:1-NAME-concentrations in EL-164 cultures were, based on results from the quantification experiment, expected to be low. AHL-cultures were spiked with synthetic C14:1-AHL (11.03 mg/flask = 73.53 mg/L = 0.238 mM) in the deceleration phase, when AHL concentrations in cultures of the quantification experiment were dropping. AHL/NAME-cultures were spiked with both metabolites as described above (125 µl/flask = 0.083 vol% and 250 µl/flask = 0.167 vol% for NAMEs and AHLs respectively).

For sampling, 2 ml bacterial culture was obtained aseptically, snap frozen in liquid nitrogen and subsequently stored at -80 °C until RNA extraction. The latter was performed as described previously (1), omitting the DNA extraction steps.

# References

1. Leinberger J, Milke F, Christodoulou M, Poehlein A, Caraveo-Patiño J, Teske A, et al. Microbial epibiotic community of the deep-sea galatheid squat lobster Munidopsis alvisca. Scientific Reports 2022 12:1. 2022 Feb 17;12(1):1–15.

# Supplementary material for: Chemical quantification of N-acyl alanine methyl ester (NAME) production and impact on temporal gene expression patterns in Roseovarius tolerans EL-164
**Source:** BMC Microbiol. 2024 Nov 21;24:489. doi: 10.1186/s12866-024-03624-7
**Supplement:** Supplementary file 2 — Supplementary Material 2: Word document containing additional figures and tables with results from the quantification experiment (Figures F1-4 and Tables T1-2).

**Supplement F2 – Additional figures and tables**

# Detection and quantification of NAMEs and AHLs produced by *R. tolerans* EL-164

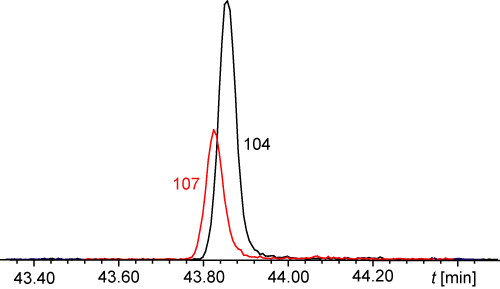

Figure S1: Overlay of single ion chromatograms of the internal standard 4 (m/z 107) and the natural C16:1-NAME (5, m/z 104). The observed shift in elution time is due to the shorter C-D-bond length in 4 compared to the C-H bond length in the natural compound.

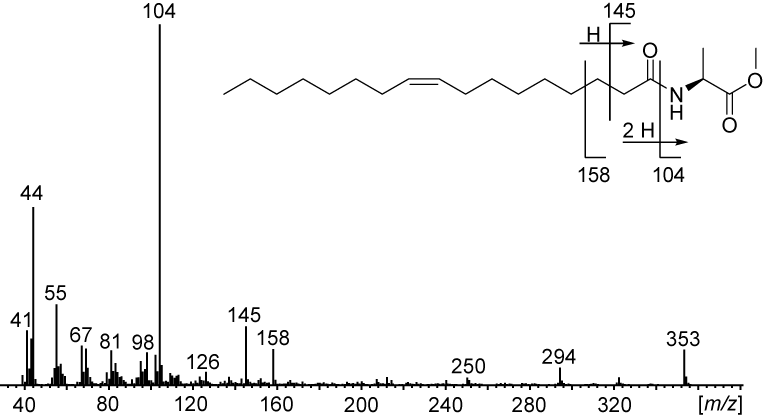

Figure S2: Mass spectrum and fragmentations of the natural metabolite C17:1-NAME (6).

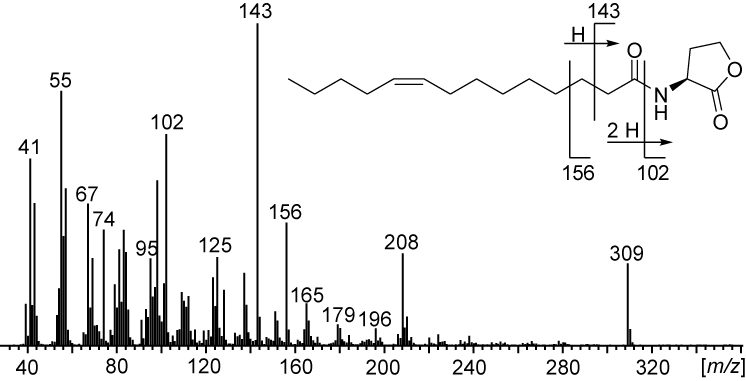

Figure S3: Mass spectrum and fragmentations of the natural metabolite C14:1-AHL (7).

## Growth characteristics of *Roseovarius tolerans* EL-164

Table S1: Growth parameters of *R. tolerans* EL-164 determined under routine culture conditions. NAMEs and AHLs were extracted via liquid-liquid extraction and measured with GC/MS. The internal standard (C16:1-NAME-d3, 4) was added to each subsample directly before the extraction procedure. Growth rates were calculated according to formula (1) provided in Supplement F 1. All given values are means calculated from biological triplicates. n.d. - not determined

| **Time point** | **t_Q0_** | **t_Q1_** | **t_Q2_** |  |
| --- | --- | --- | --- | --- |
| Incubation time [h] | 0 | 21 | 30 |  |
| OD_600nm_ | 0.03 ± 0.00 | 0.18 ± 0.02 | 0.40 ± 0.04 |  |
| Cell counts [cells L^-1^] | n.d. | 7.45 x 10^-11^ ± 1.17 x 10^-11^ | 1.44 x 10^-12^ ± 4.33 x 10^-10^ |  |
| Growth rate [h^-1^] | n.d. | 0.091 ± 0.004 | 0.091 ± 0.003 |  |
| Growth phase | inoculation | exponential | exponential |  |
| C16:1-NAME [µg L^-1^] | no | 684.9 ± 79.4 (2.0 ± 0.2 µM) | 1,101.1 ± 304.1 (3.2 ± 0.9 µM) |  |
| C16:1-NAME-d_3_ [µg L^-1^] | missing | 210 | 210 |  |
| C17:1-NAME [µg L^-1^] | no | 0.0 ± 0.0 | 5.3 ± 9.2* (15 ± 26 nM) |  |
| C14:1-AHL [mg L^-1^] | yes | 58.7 ± 12.4 (189.7 ± 40.1 µM) | 35.9 ± 12.5 (116 ± 40.4 µM) |  |
| *compound found only in one replicate (of three) | | | | |

Table S1: Continued.

| **Time point** | **t_Q3_** | **t_Q4_** | **t_Q5_** |
| --- | --- | --- | --- |
| Incubation time [h] | 48 | 81 | 105 |
| OD_600nm_ | 0.86 ± 0.04 | 1.90 ± 0.09 | 2.14 ± 0.16 |
| Cell counts [cells L^-1^] | 3.28 x 10^-12^ ± 2.06 x 10^-11^ | 6.47 x 10^-12^ ± 5.11 x 10^-11^ | 8.03 x 10^-12^ ± 2.03 x 10^-12^ |
| Growth rate [h^-1^] | 0.070 ± 0.001 | 0.050 ± 0.001 | 0.039 ± 0.001 |
| Growth phase | deceleration | early stationary | stationary |
| C16:1-NAME [µg L^-1^] | 2,931.3 ± 386.8 (8.6 ± 1.1 µM) | 4,364.0 ± 640.2 (12.9 ± 1.9 µM) | 5,731.8 ± 851.6 (16.9 ± 2.5 µM) |
| C16:1-NAME-d_3_ [µg L^-1^] | 210 | 210 | 210 |
| C17:1-NAME [µg L^-1^] | 28.2 ± 3.2 (79.8 ± 9.1 nM) | 47.3 ± 7.5 (133.8 ± 21.2 nM) | 86.4 ± 8.7 (244.3 ± 24.6 nM) |
| C14:1-AHL [mg L^-1^] | 17.5 ± 4.2 (56.6 ± 13.6 µM) | 19.7 ± 3.6 (63.7 ± 11.6 µM) | 21.4 ± 6.3 (69.2 ± 20.4 µM) |
| *compound found only in one replicate (of three) | | | |

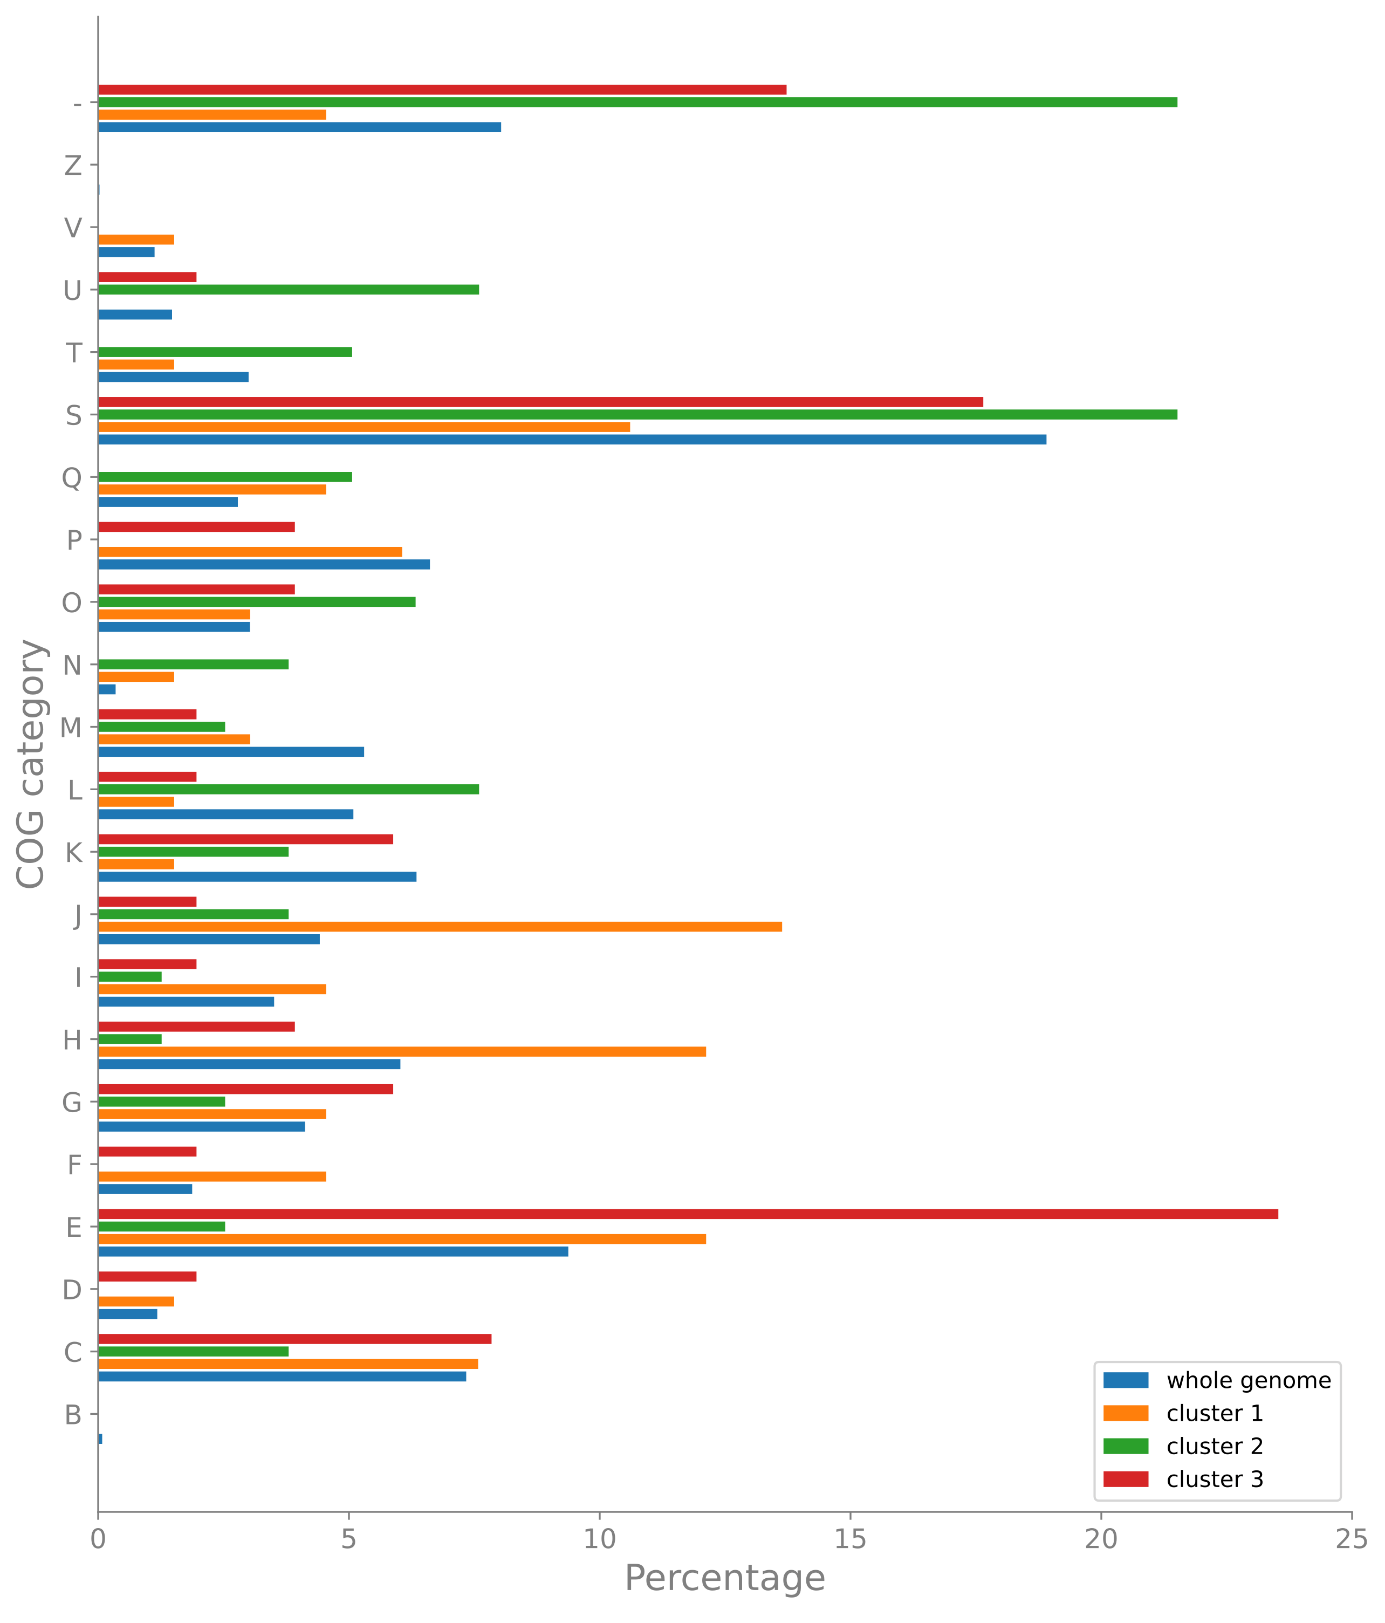

Figure S4: Distribution of COG categories in the whole genome of *R. tolerans* EL-164 and in the clusters 1-3 comprising differentially expressed genes. Categories were assigned using eggNOG mapper. Abbreviations are as follows: - no category assigned, Z “Cytoskeleton”, V “Defense mechanisms”, U “Intracellular trafficking”, “secretion and vesicular transport”, T “Signal transduction mechanisms”, S “Function unknown”, Q “Secondary metabolites biosynthesis, transport and catabolism”, P “Inorganic ion transport and metabolism”, O “Posttranslational modification, protein turnover, chaperones”, N “Cell motility”, M “Cell wall/membrane/envelope biogenesis”, L “Replication, recombination and repair”, K “Transcription”, J “Translation, ribosomal structure and biogenesis”, I “Lipid transport and metabolism”, H “Coenzyme transport and metabolism”, G “Carbohydrate transport and metabolism”, F “Nucleotide transport and metabolism”, E “Amino acid transport and metabolism”, D “Cell cycle control, cell division, chromosome partitioning”, C “Energy production and conversion”, B “Chromatin structure and dynamics

How the deposited data were processed for this re-analysis (not part of the article)

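RNA from batch cultures of R. tolerans EL-164 spiked with C16:1-NAME, C14:1-AHL or both was sequenced at 26 h (tS1), 49 h (tS2) and 53 h (tS3). The files hold 23 libraries, taken as 9 flasks from their conditions and replicate letters, and all 23 were used. Of the groups, AHL/NAME at tS1 has 2 libraries, NAME at tS2 has 1, NAME at tS3 has 2 and every other group has 3. The quantification of NAMEs and AHLs by GC/MS has no files in the series, so that experiment was not analysed.

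Per the methods of the paper, the authors depleted rRNA, filtered the reads with fastp, mapped them with BWA-MEM and counted them with HTSeq, and each file holds the raw read count per gene as deposited, without normalization. The mode and the strand setting of the counting are not named in the paper's text. The normalized signal table was made by the authors by dividing each count by DESeq2's size factor of its library. This was checked on the file, where the largest relative deviation from count over a single factor per sample was 4.99e-15. The size factors ranged from 0.0422 (AHL tS3 replicate C) to 4.85.

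Counts on genes ranged from 282247 to 32227040 per library, with a median of 8943617. Between 5.35 and 16.0% of the reads fell outside genes, and between 0.0982 and 22.8% were not aligned, the highest share in AHL tS3 replicate C. Reads assigned to no gene because of overlapping genes made up 0.402 to 0.635%. Since the 4 most abundant genes took a median of 67.1% of the counts, a median of 2668524 counts per library was left for all other genes, and 101974 in AHL tS3 replicate C. Intervals of single libraries are exact Poisson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules.

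Genes with at least 10 counts in at least 3 samples were kept (3746 genes). Fits used edgeR 4.0.16 (TMM normalization, quasi-likelihood F tests), DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3, and values per sample were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 and drawn with matplotlib 3.10.9. Log2 CPM used a prior count of 2. Adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested unless DESeq2, or limma's fry test over gene lists, is named, with a threshold of 0.05. Under the alternatives, fry was judged on its p for the single list at the same threshold. The effect of condition across all samples was tested with growth time in the model. Comparisons at a time point used 7 groups of time point and treatment received by then, and comparisons of NAME with AHL/NAME cultures and of changes over time used 9 groups of time point and condition. The 2 tests of the changes, from tS2 to tS3 and from tS1 to tS3, are interactions. A group with a single library has no spread of its own and borrows that of the others. Gene lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry, which uses the correlation in the data.

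Shares of variance are shares of sums of squares of log2 CPM. Time points were permuted within flasks in 100000 draws, and conditions were permuted over the 280 splits of the 9 flasks. Principal components used DESeq2's variance stabilised counts of the 500 most variable genes. The z-scores were computed per gene from the deposited normalized counts over the 23 samples, and clustered with average linkage and the cityblock metric.

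Most comparisons, tests and alternatives were fixed before the data were examined. So were the gene lists of the study and the lists of heat shock and ribosomal protein genes. Comparisons, tests and alternatives chosen later are named as such. The alternatives comprised DESeq2's size factors, no filter on low counts, DESeq2, the replicate letter as a block, the flask as a random block, the removal of rRNA and tRNA genes, an interaction of growth time and condition, limma on the deposited values, other transformations, and each library left out in turn. The alternative with an interaction tested all condition differences at any time point jointly, not the interaction alone. Genes named in the text are those the paper's text names, the 5 with the largest rise and the 5 with the largest fall at tS3 that separate both NAME samples from all 6 AHL-spiked samples, the 3 with the smallest p across conditions outside the 187 genes of the study, and the 4 that together take most of the counts of every library. The paper's tables were known when this rule was set. The rule also covered genes annotated as AHL synthases or autoinducer-binding regulators, but no product is given for genes outside the 187, so that part was not applied. Any other gene named was chosen after its values were seen.

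The tests were tried on simulated counts with the same design and 200 changed genes among 3746, of which 100 changed 2-fold and 100 changed 4-fold. The changed genes were drawn from those with a mean of at least 100 counts. Across conditions the change was put in the NAME cultures at every time point, and edgeR and DESeq2 each recovered 195 of the 200. For that test a change at tS3 alone was not simulated, so these values do not tell how many such genes it would miss. At tS3 between NAME and AHL-spiked cultures edgeR recovered 171 and DESeq2 180, and for the change from tS2 to tS3 edgeR recovered 106.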

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

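Chosen only after the result was seen were the test of reads of another source in AHL tS3 replicate C, the test of the change from tS2 to tS3 without that library, the comparison of the NAME to AHL-spiked difference between tS1 and tS3, the tests of a shared lag in growth and of differences between flasks among the lower genes, and the addition of principal component scores to the values compared between libraries. Values per library were compared within 89 groups of 4 to 10 samples, and in 25 of them 1 library lay far from the others, with a gap over the range beyond Dixon's critical value. Chance flags about 1 in 20 groups, or 4.45 here.

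AHL tS3 replicate C lay far from the other 7 libraries at tS3. It had 22.8% reads not aligned (others 0.166 to 1.28%), 1912 genes with at least 10 counts (others 3509 to 3717) and scores of 74.2 on PC1 (median of the others 11.3) and 35.6 on PC2 (median of the others -3.44). With 282247 counts on genes it is the library with the fewest counts. When the counts of the other libraries were thinned at random to that number in turn, 7 of 7 moved past the critical gap as well, so few counts are a candidate explanation for its place on the principal components. The test of 22.8% reads not aligned leaves reads of another source open, since the reads themselves are not in the files. Both can hold at once, as reads lost to another source leave fewer counts. No biological explanation was tested, since AHL tS3 replicates B and D received the same spike.

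The same library had the lowest CPM among the 6 AHL-spiked cultures at tS3 for crcB (3.43, median of the others 20.7), PVU19_RS05940 (34.3, median of the others 82.7), PVU19_RS08920 (6.86, median of the others 65.7), PVU19_RS08950 (27.4, median of the others 51.9) and PVU19_RS12580 (3.43, median of the others 12.2), and the highest for PVU19_RS18985 (123, median of the others 50.9). Over 44 named genes, the exact Poisson interval of its count covered the median of the other 5 libraries for 31. Few counts may explain these 31. For the 6 genes listed here the interval covered that median in 2. Since the interval leaves out the spread between cultures, this does not decide between few counts and a difference of that culture. AHL tS3 replicate B had the highest CPM of PVU19_RS10705, at 416 against a median of 298 in the others. No explanation of that value was tested.

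AHL tS1 replicate C had 5.35% of its reads outside genes (median of the others 11.1%), 26.8% of its counts on the rRNA gene PVU19_RS17515 (others 3.83 to 6.31%), and scores of -11.9 on PC1 (median of the others -21.3) and 26.2 on PC2 (median of the others 12.3). Thinning the other libraries at tS1 to its 1751563 counts moved 0 of 7 past the critical gap, which argues against few counts in total. The thinned libraries kept 3318 to 3406 genes with at least 10 counts, against 3093 in this library. Few counts outside the rRNA genes are therefore not excluded. Without rRNA and tRNA genes its gap over the range on PC2 was 0.636, against 0.637 with them. This argues only against the rRNA gene's own value as the cause of its place. The removal does not restore counts that other genes lost to the rRNA gene, so such a loss stays open. A difference in that culture or in its library preparation stays open and was not tested. In AHL/NAME tS1 replicate B, tRNA genes took 1.03% of the counts (median of the others 0.674%), for which no explanation was tested.

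At tS2, AHL/NAME replicate D had 32227040 counts on genes (others 5152904 to 15667181) and a cluster 3 z-score of -1.01 (median of the other NAME-spiked cultures -0.76). In NAME tS2 replicate C, 0.648% of the reads were not aligned (median of the others 0.234%), and AHL/NAME tS2 replicate C had a PC2 score of -12.3 (median of the others -19.4). None of these has an explanation that was tested. AHL tS2 replicate B had 45.3% of its counts on rRNA genes (median of the others 58.8%), with 39.0% on PVU19_RS17500 (median of the others 50.8%), 15.0% on ssrA (median of the others 9.64%) and 4.07% on rnpB (median of the others 3.13%). As shares of the counts outside rRNA, ssrA held 27.5% and rnpB 7.45%, against medians of 23.4% and 7.73% in the other libraries, and 0 of these 2 genes remained past the critical gap. A lower rRNA share that raises the shares of all other genes is consistent with this test. Whether the rRNA share differs through depletion or through the culture was not tested.

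In NAME tS3 replicate C, tRNA genes took 0.540% of the counts (median of the others 0.223%). Between NAME and AHL-spiked cultures at tS3, edgeR's quasi-likelihood test called 10 tRNA genes, all higher in NAME cultures, which the paper does not discuss. Of the 42 tRNA genes, 39 were higher, with a median log2 fold change of 0.81. Without NAME tS3 replicate C it called 0, and without NAME tS3 replicate B it called 16. These calls may therefore come from 1 library, NAME tS3 replicate C, and a difference of all NAME cultures in tRNA is not shown.

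At tS3, 253 genes outside the 187 genes of the study differed between NAME and AHL-spiked cultures by edgeR's quasi-likelihood test, out of 336 in all. Leaving out NAME tS3 replicate C reduced these 336 to 77. The splits of these 8 libraries were counted in another fit, with all 6 AHL-spiked libraries as a single group, where the real split gave 349 genes in place of 336. There 1 of 28 splits, the real one, gave as many, the largest of the others giving 6. For that fit this argues against chance, at the smallest share that 28 splits allow (0.0357), but does not exclude it. Leaving out the shallow library AHL tS3 replicate C gave 351 genes and removing rRNA and tRNA genes gave 334, which argues against either as the cause. Log2 fold changes had a Spearman correlation of -0.0887 with gene length across genes, too weak for a length bias to make differences of this size. A difference between the flasks before the AHL spike stays open for the genes higher in NAME than in AHL/NAME cultures. For the lower genes it is argued against, as 43.1% were also lower at tS1 and 39.2% at tS2, against 48.4% and 48.6% of all genes. Across genes, the NAME minus AHL/NAME differences at tS1 and tS3 had a Pearson correlation of 0.154 (Spearman 0.207), and 11 of 100 splits of the flasks gave as large a value, so this cannot be told apart from chance with so few flasks. The differences at tS3 had a Pearson correlation of -0.115 (Spearman -0.03) with the change from tS2 to tS3 in AHL cultures, -0.0981 without AHL tS3 replicate C. That sign is what a lag in growth would give, but only 10 splits exist for that test. A lag shared by all genes that change is argued against: among 993 genes that changed by more than 1 on the log2 scale in AHL cultures, 46.7% had a difference opposite in sign to that change, and NAME cultures lacked a median share of -0.0217 of it. A delay limited to some genes cannot be told apart from an AHL effect, since the change in AHL cultures mixes growth with the spike. Genes are not independent replicates in either correlation. The AHL spike that the design names may also cause these differences, and was not separable from the flasks that received it.

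The difference between groups itself was tested in 2 ways. From tS2 to tS3, 44 genes changed differently in NAME and AHL-spiked cultures, 4 more and 40 less in NAME cultures, and all 44 were among the 336. The count was 28 without NAME tS3 replicate C, 51 without NAME tS3 replicate B, 45 without AHL tS3 replicate C and 82 with DESeq2, and it rests on 1 NAME library at tS2. From tS1 to tS3, the difference between NAME and AHL-spiked cultures changed for 97 genes, 35 up and 62 down, of which 76 were among the 336. Here the count was 57 without NAME tS3 replicate C, 103 without AHL tS3 replicate C and 155 with DESeq2. The values of 45 and 103 argue against the shallow library as the cause of either count. For cluster 2, whose genes the study chose on these samples, 61 of 76 genes moved up in the second test, with a median of 0.32 (adjusted p = 0.273 from limma's fry test over 4 lists), and 1 was called. A response to the AHL spike is consistent with the 97 genes, since it came between these time points, but so is a difference between the flasks that set in after tS1.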

How the results depend on the processing

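Chosen only after the result was seen were the likelihood ratio test of edgeR, the rlog transformation, z-scores of group means and means of z-scores per group, the leave-out of AHL tS3 replicate C and of NAME tS2 replicate C in the shares of variance, and all alternatives for the DESeq2 list of 187 genes, for the change of the difference from tS1 to tS3, for NAME against AHL/NAME cultures at tS3, for the tS1 medians of cluster 1 and of the stress response genes and for the tS2 median of the latter. Among the values of the comparisons, 245 under alternatives set beforehand kept their direction and their side of the threshold or moved little, 41 moved and 1 was weaker. Of the values added later, 82 stayed, 20 moved, 6 were weaker and 2 were stronger. None reversed.

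The number of genes differing across conditions depended on the test and on which libraries were left out. edgeR's quasi-likelihood test called 0 genes, as it did with DESeq2's size factors, without the filter, without rRNA and tRNA genes and as limma did on log2 of the deposited normalized counts. DESeq2 called 187, and edgeR's joint test of all condition differences at any time point 121. With the flask as a random block limma-voom called 54, and the likelihood ratio test of edgeR 148. The cause was not tested. With 1 library left out, edgeR's count ranged from 0 to 81, the highest without NAME tS2 replicate C, with 4 without AHL tS1 replicate C and 1 each without AHL tS1 replicate D and AHL/NAME tS1 replicate D. The DESeq2 count of 187 was 187 with the filter and 188 without rRNA and tRNA genes. With libraries left out it ranged from 1 without replicate B to 320 without NAME tS2 replicate C. It was 31 and 32 without replicates C and D, 281 without AHL tS1 replicate C, 96 without AHL/NAME tS1 replicate B, 79 and 83 without NAME tS1 replicates C and D, 120 without AHL tS3 replicate D, 105 without AHL/NAME tS3 replicate B, and 77 and 50 without NAME tS3 replicates B and C.

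Counts at single time points moved with DESeq2 and with single libraries. DESeq2 called 26 genes between NAME-spiked and unspiked cultures at tS1, where edgeR called 0, 22 between NAME and AHL/NAME cultures at tS1 in place of 11, 82 for the change from tS2 to tS3 in place of 44 and 155 for the change of the difference from tS1 to tS3 in place of 97. The cause was not tested. Leaving out 1 library gave 0 to 152 genes for NAME-spiked against unspiked cultures at tS1, with 152 without AHL tS1 replicate D, 30 without AHL tS1 replicate B, 23 without AHL/NAME tS1 replicate D and 5 without AHL/NAME tS1 replicate B. At tS2 it gave 0 in all 7 cases, as did DESeq2, with 182 genes at an unadjusted p under 0.05. Between AHL and AHL/NAME cultures at tS3 it gave 0 or 1, the latter without AHL/NAME tS3 replicate B. Between NAME and AHL/NAME cultures at tS1 it gave 0 to 16, with 0 without AHL/NAME tS1 replicate D or NAME tS1 replicates B or C, 1 without NAME tS1 replicate D and 16 without AHL/NAME tS1 replicate B.

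For NAME against AHL-spiked cultures at tS3, the count of 336 stayed between 332 and 431 under the alternatives set beforehand that keep all samples or all tS3 samples (371 with DESeq2's size factors, 424 with DESeq2, 431 with only the tS3 libraries). With 1 library left out it ranged from 77 without NAME tS3 replicate C to 351 without AHL tS3 replicate C. NAME against AHL/NAME cultures at tS3 gave 295 genes, 292 to 373 with other processing, and 70 without NAME tS3 replicate C to 251 without AHL/NAME tS3 replicate C, with 153 and 145 without AHL/NAME tS3 replicates B and D. The change from tS2 to tS3 gave 28 genes without NAME tS3 replicate C and 51 without NAME tS3 replicate B, and the change of the difference from tS1 to tS3 gave 57 without NAME tS3 replicate C and 128 without AHL tS1 replicate C. Between growth times the counts were stable, at 2102 to 2323 for tS1 to tS2 and 1886 to 2009 for tS2 to tS3 with 1 library left out.

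With libraries left out or the letter as a block, the fry test was judged on its p without adjustment over the lists. The median tS3 difference of cluster 2 stayed between 0.64 and 0.93 and that of the named stress response genes between 0.66 and 0.89 with 1 library left out, past the threshold of the fry test each time. The median tS1 difference of cluster 2 between NAME and AHL/NAME cultures ranged from 0.24 without AHL/NAME tS1 replicate B, where limma's fry test no longer passed the threshold, to 0.73 without AHL/NAME tS1 replicate D. For the stress response genes this median of 0.48 ranged from 0.24 to 0.89 without the same 2 libraries, with fry lost in the first case, and their tS2 median of -0.14 ranged from -0.21 to -0.13 with 1 AHL/NAME library left out, past the threshold in none. For cluster 1 it was -0.39 and ranged from -0.49 without AHL/NAME tS1 replicate D to -0.20 without AHL/NAME tS1 replicate B, and fry passed neither there nor with any NAME library left out nor with the replicate letter as a block (-0.38). The change of the stress response genes from tS1 to tS3 had a median of 0.28, ranging from 0.16 without AHL/NAME tS1 replicate D to 0.39 without NAME tS3 replicate B, and passed fry only without AHL/NAME tS1 replicate B (0.35), among the settings run. The cause was not tested.

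The share of variance by growth time ranged from 47.9% without replicate B to 72.2% without replicate C. With libraries left out, the share by condition within time points ranged from 29.9% (without NAME tS2 replicate C) to 46.5% (without replicate B). Over the 500 most variable genes it was 28.0%. It was 37.2% without AHL tS3 replicate C (exact permutation test, p = 0.0286), the only setting in which it passed the threshold. The cause was not tested beyond the fewer samples. With a whole replicate left out the smallest p that the design allows is 0.0667, so those settings say nothing about the threshold. PC1 held 36.8% of the variance over all genes past the filter, 44.6% on log2 of the deposited normalized counts and 51.2% with rlog, and 42.6 to 47.5% with 1 library left out. For PC2 these values were 23.2%, 23.3% and 30.3%, and 23.6 to 25.9%. The ratio of distances at tS1 ranged from 0.468 without AHL tS1 replicate D to 0.835 without AHL tS1 replicate C, where 10 splits allow no p under 0.1. At tS3 the cluster 2 z-score median of NAME cultures lay 1.99 above the higher of the AHL and AHL/NAME medians. This gap ranged from 1.51 without NAME tS3 replicate C to 2.43 without NAME tS3 replicate B. Of the z-score medians per group, 129 values under alternatives moved by less than the SD between samples and 18 moved by more. Between 150 and 187 genes fell in the study's clusters.

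Replicate letters may mark cultures handled together, which the labels do not state. Libraries with the same letter at the same time point had residuals with a median correlation of 0.087 across genes over 17 pairs, 8 of them above 0.1. For libraries with another letter at the same time point it was -0.063 over 34 pairs, 3 of them above 0.1. Libraries of the same flask at other time points had 0.067 over 18 pairs, and libraries with another letter at other time points -0.037 over 107 pairs. With the letter as a block, the counts were 0 across conditions, 145 for the DESeq2 list, 332 at tS3 between NAME and AHL-spiked cultures, 0 for both comparisons of NAME-spiked with unspiked cultures, 0 between AHL and AHL/NAME cultures, 9 between NAME and AHL/NAME cultures at tS1, 299 between them at tS3, 2198 and 1999 between the time points, 39 for the change from tS2 to tS3 and 95 for the change of the difference. The medians of cluster 2 and of the stress response genes at tS3 were then 0.82 and 0.81, and that of cluster 2 at tS1 was 0.44. The flask as a block gave 2080 and 1897 genes between the time points.

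For 48 named genes at tS3, 576 values under alternatives were computed. Of these, 529 kept their side of the threshold, some changing sign within a standard error while not called. Another 31 lost the call, 16 gained one and 0 reversed direction while called. Of the 28 genes called, 12 kept the call under every alternative run, and 16 lost it under at least 1. The call was lost for 15 genes without NAME tS3 replicate C and for 7 without NAME tS3 replicate B, which leave a single NAME library. Depth limits what AHL tS3 replicate C adds, since 101974 of its counts lie outside the 4 most abundant genes, and the single NAME library at tS2 limits every comparison that uses it.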

Differences from the paper's values

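Chosen only after the result was seen were the likelihood ratio test of edgeR, the z-scores of group means and the rlog transformation. The paper's number of genes differentially expressed across the conditions is 187, and edgeR's quasi-likelihood test called 0, with 676 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2's likelihood ratio test called 187, the genes of the paper. The others did not reach the paper's number. DESeq2's size factors, no filter, the replicate letter as a block, the removal of rRNA and tRNA genes and limma on log2 of the deposited normalized counts each gave 0. The joint test of all condition differences at any time point gave 121, and limma-voom with the flask as a random block 54. With 1 library left out edgeR gave 0 to 81, the highest without NAME tS2 replicate C. The likelihood ratio test of edgeR called 148, chosen after seeing the values, and dropped 62 of the paper's 187 genes.

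For cluster 3, the paper's median z-score in AHL cultures at tS3 is about 1.0 in Fig. 6C, read by eye, and the value here was 0.78, with medians of the 3 single samples from 0.72 to 0.81. Of the alternatives set before the data were examined, log2 of the deposited normalized counts (0.86), edgeR CPM (0.80) and the leave-out of 1 library (0.76 to 0.86) did not reach it. The z-scores of group means gave 0.97, which does, but were chosen after seeing the values; with them 0 of 27 medians differed from those read from Fig. 6, and all 187 genes fell in the paper's clusters. With single-sample z-scores 1 of 27 differed.

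With rlog, chosen after seeing the values, PC1 and PC2 held 51.2% and 30.3% of the variance, and rounded to whole percents these match the numbers printed on the axes of Fig. 5.

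The paper states that at tS1 the NAME-spiked samples differed more among each other than from the unspiked AHL culture. This can mean the NAME cultures alone, or also the AHL/NAME cultures, which had received NAME by then. In every cluster the AHL median z-score at tS1 lay between those of NAME and AHL/NAME cultures, which goes with the second reading. In cluster 2 these medians were -0.85, -0.23 and -0.91. The distances given here test the first reading only. Over all genes the mean distance was 25.2 among NAME cultures and 45.1 towards AHL cultures, a ratio of 0.558, and without AHL tS1 replicate C the ratio was 0.835. Over the 187 genes, which the study chose for differences between conditions on these samples, it was 0.493. The paper's discussion places tS3 at 2 h after the AHL spike, while the time points in its results and in the sample labels, 49 h for the spike and 53 h for tS3, lie 4 h apart.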

Other observations

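Chosen only after the result was seen were the tests of a lag in growth among called genes and of a lag shared by all genes that change, the tests of differences between flasks among the higher and the lower genes, the comparison of NAME with AHL/NAME cultures at tS3 they use, and the tests of single libraries behind the genes called at tS1. The other tests were set beforehand.

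Other splits of the same samples were fitted in the same way. For the DESeq2 list of 187 genes, 1 of 100 splits of the flasks, the real one, gave as many genes, the largest of the others giving 90. This argues against chance, at the smallest share that 100 splits allow (0.01), but does not exclude it. The same held for the comparisons of tS1 with tS2 and of tS2 with tS3, with 1 of 100 splits each. Where the real split gave 0 genes, every split gives as many by construction, so the counts of splits decide nothing. This holds for edgeR's quasi-likelihood test across conditions (100 of 100 splits), for NAME-spiked against unspiked cultures at tS1 (56 of 56) and tS2 (35 of 35), and for AHL against AHL/NAME cultures at tS3 (10 of 10). Leaving out the shallow library AHL tS3 replicate C changed the DESeq2 list from 187 to 180 genes, which argues against that library as its cause.

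Between NAME and AHL/NAME cultures at tS1, which had received the same spike, edgeR's quasi-likelihood test called 11 genes, all lower in NAME cultures. Of these, 6 lie between PVU19_RS03265 and PVU19_RS03295, chosen after their values were seen. The count fell to 0 without NAME tS1 replicate B, without NAME tS1 replicate C or without AHL/NAME tS1 replicate D, and to 1 without NAME tS1 replicate D, while it was 16 without AHL/NAME tS1 replicate B. The median log2 fold change of the 11 genes was -2.29, and with 1 NAME library left out it stayed between -2.42 and -2.29, which argues against 1 NAME library as the cause. Without AHL/NAME tS1 replicate D it was -1.16 and without AHL/NAME tS1 replicate B it was -3.01, and all 11 genes were higher in replicate D than in replicate B. Replicate D may therefore hold a large part of the difference. Whether it is the whole cause cannot be told apart from a smaller difference of both AHL/NAME cultures, since the 11 genes were chosen for it and only 2 such libraries exist. No biological explanation was tested, since these cultures had received the same spike.

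The 336 genes called at tS3 between NAME and AHL-spiked cultures lay next to each other on the chromosome more often than chance gives. There were 128 pairs of neighbours with the same direction and 8 with opposite directions, against a median of 15 and a largest value of 29 in 10000 random placements (permutation p = 0.0001, the smallest that they can give). Of the 336 genes, 196 had a called neighbour of the same direction. Co-transcription of neighbouring genes is consistent with this test. The longest runs were 9 genes higher in NAME cultures from PVU19_RS07765 to PVU19_RS07805 (1571428 to 1579299, median log2 fold change 1.42), which include sufB and sufC and hold 0 of the 187 genes, 7 lower genes from PVU19_RS13560 to PVU19_RS13590 (median -1.32), 7 lower genes from PVU19_RS17190 to PVU19_RS17220 (median -2.07) and 7 higher genes from PVU19_RS18870 to PVU19_RS18900 (median 0.99). These runs were chosen after their values were seen.

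The genes with the largest falls in NAME against AHL-spiked cultures rose in every condition from tS2 to tS3. PVU19_RS16415 had 74.8 ± 4.13 CPM (SD, n = 3) in AHL cultures, 75.3 ± 5.35 CPM (SD, n = 3) in AHL/NAME cultures and 79.2 CPM (1 library) in NAME cultures at tS2, and 1721 ± 177 CPM (SD, n = 3), 1465 ± 315 CPM (SD, n = 3) and 193 ± 29.7 CPM (SD, n = 2) at tS3. Its change from tS2 to tS3 differed between NAME and AHL-spiked cultures by -3.12 on the log2 scale (adjusted p = 9.66e-07 from edgeR's quasi-likelihood test). For PVU19_RS16410 this difference was -3.46 (adjusted p = 3.09e-06), for PVU19_RS05695 -2.65 (adjusted p = 0.00255), for PVU19_RS02610 -2.61 (adjusted p = 8.7e-05) and for PVU19_RS05745 -2.47 (adjusted p = 2.35e-06). The paper does not report these genes.

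A list of 19 heat shock and protease genes was set beforehand to ask whether NAME cultures had a higher heat shock response at tS3 than AHL-spiked cultures. The median log2 fold change was 0.63, with 17 genes higher and 8 called over all genes, among them hflK (0.90), hflC (0.86), lon (0.73), ftsH (0.72) and dnaK (0.69), which were chosen after their values were seen. The list passed the fry test (p = 0.00395, adjusted p = 0.0079) and camera with its preset correlation (p = 1.07e-07), but not camera with an estimated correlation (p = 0.073, adjusted p = 0.146). A higher heat shock response in NAME cultures, or a lower one in AHL-spiked cultures, is consistent with the median of 0.63; the list holds 5 of the 187 genes, which the study picked from these libraries. Differences between the flasks stay open here too. For 50 ribosomal protein genes, of which 4 are among the 187, the median was -0.033, with 23 genes higher and 1 called (adjusted p = 0.963 from limma's fry test), so that genes went both ways and lower ribosomal protein expression in NAME cultures is neither shown nor excluded.

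For NAME against AHL/NAME cultures at tS3, 295 genes were called, 165 higher and 130 lower in NAME cultures. Without NAME tS3 replicate C the count was 70, and without AHL/NAME tS3 replicates B and D it was 153 and 145. Of the 295, 65.4% had a difference opposite in sign to the change from tS2 to tS3 in AHL cultures, against 49.5% of all genes. Among them, 102 of the 165 higher genes fell and 91 of the 130 lower genes rose in AHL cultures. A lag of the NAME cultures shared by all genes that change was tested by the share of the change in AHL cultures that NAME cultures lacked at tS3. The 91 lower genes that rose lacked a median share of 0.906 (lower quartile 0.611) and the 102 higher genes that fell 1.69 (lower quartile 1.24), both raised by the choice of called genes. Over all genes, with smallest log2 changes of 0, 1 or 2, either direction, and each NAME or AHL/NAME library at tS3 or AHL tS3 replicate C left out in turn, the largest median share was 0.309, in 88 rising genes without NAME tS3 replicate B (0.219 with it), and for falling genes of the same size it was -0.0652 with all libraries. This argues against a shared lag as the whole cause, while a smaller lag of genes with large rises is not excluded. A delay limited to the called genes would give the share of 65.4%, but so would an AHL effect on them, since the change in AHL cultures holds both, and they cannot be told apart. Of the 165 higher genes, 78.8% were already higher in NAME than in AHL/NAME cultures at tS1, before any AHL spike, against 51.6% of all genes, with a median log2 difference of 0.27 at tS1. At tS2, just before that spike, 39.4% of them were higher, against 51.4% of all genes, with a median of -0.06, so the difference at tS1 was not seen at the nearer time point. With 1 NAME library at tS2, a difference between the flasks before the AHL spike as a part of the higher expression can neither be shown nor excluded. Of the 130 lower genes, 43.1% were also lower at tS1, against 48.4% of all genes, with a median of 0.04, and 39.2% were lower at tS2, against 48.6% of all genes, with a median of 0.06, which argues against such a difference between flasks as the cause of the lower expression. An effect of C14:1-AHL on these lower genes, which rise in its presence, is a hypothesis, and a delay limited to these genes or a difference between the flasks that set in after tS2 stays open beside it.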
